# Methamphetamine-induced region-specific transcriptomic and epigenetic changes in the brain of male rats

**DOI:** 10.1038/s42003-023-05355-3

**Published:** 2023-09-27

**Authors:** Benpeng Miao, Xiaoyun Xing, Viktoriia Bazylianska, Pamela Madden, Anna Moszczynska, Bo Zhang

**Keywords:** Computational biology and bioinformatics, Epigenetics

## Abstract

Psychostimulant methamphetamine (METH) is neurotoxic to the brain and, therefore, its misuse leads to neurological and psychiatric disorders. The gene regulatory network (GRN) response to neurotoxic METH binge remains unclear in most brain regions. Here we examined the effects of binge METH on the GRN in the nucleus accumbens, dentate gyrus, Ammon’s horn, and subventricular zone in male rats. At 24 h after METH, ~16% of genes displayed altered expression and over a quarter of previously open chromatin regions - parts of the genome where genes are typically active - showed shifts in their accessibility. Intriguingly, most changes were unique to each area studied, and independent regulation between transcriptome and chromatin accessibility was observed. Unexpectedly, METH differentially impacted gene activity and chromatin accessibility within the dentate gyrus and Ammon’s horn. Around 70% of the affected chromatin-accessible regions in the rat brain have conserved DNA sequences in the human genome. These regions frequently act as enhancers, ramping up the activity of nearby genes, and contain mutations linked to various neurological conditions. By sketching out the gene regulatory networks associated with binge METH in specific brain regions, our study offers fresh insights into how METH can trigger profound, region-specific molecular shifts.

## Abstract (web summary)

A multi-omic analysis unveils the transcriptomic and epigenomic impact of acute, peripheral methamphetamine exposure on reward-related brain regions in adult, male rats.

## Introduction

Methamphetamine (METH) is a powerful and widely used psychostimulant that has deleterious effects on the central nervous system and results in addiction, which is a major public concern globally^1–4^. In the United States, close to 2,000,000 people who misuse METH, and deaths from METH misuse are rapidly rising^5^. Between 2015 and 2019, METH misuse increased by 43%, while the number of people suffering from METH misuse disorder increased by 62%. The number of deaths from METH misuse increased tenfold between 2009 and 2019^6^. METH misuse, particularly at high doses, is associated with neurologic and psychiatric disorders, as it causes severe cognitive impairment and neurobehavioral abnormalities^7,8^. Recent studies have shown the acute and long-term effects of METH on cognitive functions such as attention, working memory, and learning, and METH overdose is often fatal^9–14^. Meanwhile, the high relapse frequency of METH misuse is a crucial challenge for treating METH use disorder^15–17^. There is no FDA-approved medication for METH misuse disorder, highlighting the importance of better understanding the molecular mechanism of the brain’s reaction to METH exposure and particularly to METH high-dose exposure, which causes neurotoxicity in the reward circuitry.

The reward circuitry plays a central role in different substance use disorders. The circuitry encompasses multiple brain subregions, including the ventral tegmental area, nucleus accumbens (NAc), dorsal striatum, amygdala, hippocampus, and regions of the prefrontal cortex^18–21^. In these different brain regions, distinct significant transcriptional and epigenetic changes can be caused by different addictive substances^18,22–28^, creating complicated crosstalk between the epigenetic landscape and transcriptome in the brain^29,30^. For example, acute or chronic exposure of the brain to psychostimulants, including METH, opiates, and alcohol can upregulate histone acetyltransferases while suppressing histone deacetylases, resulting in increased acetylation levels of histones H3 and H4 in the NAc and subsequent upregulation of their target genes^31–38^. METH exposure increased the acetylation levels of H4K5 and H4K8 in gene promoter regions in the rat striatum^39^ and NAc^40^. Addictive drugs can also influence the expression of DNA methyltransferases and further induce changes in DNA methylation, which plays essential roles in cognitive learning and memory^41,42^. Acute and chronic METH injections can increase DNMT1 expression in the rat NAc and dorsal striatum^43^, and METH self-administration can increase the DNA methylation level of several potassium channel genes in the rat brain^44^.

Recently, assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq), a method for mapping genome-wide chromatin accessibility, has been widely used in addiction research to explore the open chromatin regions (OCRs) associated with exposure to addictive substances^45–48^, but not including METH. The changes in chromatin accessibility in OCRs interact directly with histone modifications and DNA methylation and are usually associated with the binding of different transcription factors, which are the regulatory hubs in response to substance exposure. Many transcription factors, such as ΔFOSB, early growth response factors, and multiple myocyte-specific enhancer factor 2, were found to respond to addictive substance stimuli and to regulate their downstream target genes^18,22,49–53^. However, most of these studies focused on a single brain region, such single-tissue and single-omics strategies generate many difficulties in directly comparing the molecular changes responding to the misuse of substances across multiple brain regions, and result in the difficulty for multi-omics data integration across different studies. There is still a vast gap in understanding the simultaneous molecular changes and neurotoxicity in different brain regions upon substance stimuli.

In this study, we analyzed the molecular changes of the transcriptome and chromatin accessibility after exposure to neurotoxic METH regiment (binge METH) in four brain regions of male rats, including the NAc), dentate gyrus (DG), Ammon’s horn (*Cornu Ammonis*, CA), and subventricular zone (SVZ). The SVZ and the subgranular zone of the DG are the only active neurogenic areas in the adult brain. Exposure to METH affects adult neurogenesis in the SVZ and subgranular zone^54,55^, while modulation of subgranular zone and SVZ neurogenesis impacts hippocampal-based cognitive function^56^. The CA and DG work together to process and integrate spatial and contextual information, ultimately facilitating the encoding, storage, and retrieval of long-term memories^57,58^. Dysfunctions in these regions are associated with various neurological disorders, such as Alzheimer’s disease, epilepsy, and schizophrenia. How the different brain regions simultaneously respond to the neurotoxic acute exposure of high doses METH at both transcriptomic and epigenetic levels, is still largely unknown.

In our study, we determined that METH exposure induced a total of 2254 differentially expressed genes (DEGs) and 25,598 differentially accessible regions (DARs) in the four rat brain regions. These four rat brain regions generally displayed a strong region-specific response to METH exposure at both the transcriptomic and epigenetic levels. Few of those DEGs and DARs were simultaneously affected by METH exposure in all four regions. We observed an interesting opposite regulation pattern between the CA and DG regions: 119 genes and 764 OCRs were significantly oppositely regulated by METH exposure.

Furthermore, METH exposure significantly affected the expression of 146 transcription factors (TFs) and 31 epigenetic modification factors (Epi-Modifier), which could initiate epigenetic remodeling of chromatin and further regulate target gene expression. For accessible DARs identified in four regions, ~70% of them were conserved orthologous in rat, mouse, and human genomes. The genes around these conserved DARs were highly enriched in the neurological processes. Some orthologous DARs in mouse and human genome regions could intersect with validated enhancers, and GWAS SNPs related to orthologous DARs in mouse and human genome regions could cross with validated enhancers and GWAS SNPs related to neuron biology. Meanwhile, TFs binding motifs enriched in DARs composed distinct gene regulation networks in different brain regions in response to binge METH. Taken together, our study provides a comprehensive multi-omics investigation into the neurotoxic reactions of different brain regions exposed to METH stimulus.

## Results

### Transcriptome and chromatin accessibility signatures of 4 brain regions in normal and METH-exposed rats

To explore the molecular changes in the brain in response to acute binge METH, we exposed young male Sprague–Dawley rats to high-dose METH injections (4 × 10 mg/kg, every 2 h). Meanwhile, a control group of male rats received saline injections at the same time intervals. The NAc, DG, CA, and SVZ were collected 24 h after the last dose of METH or saline injection. 

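RNA-seq libraries were made from total RNA, after removal of ribosomal RNA, of the NAc, DG, CA and SVZ of male Sprague-Dawley rats. METH (methamphetamine, 10 mg/kg) or saline (Sal) was injected 4 times, 2 h apart, and the tissue was taken 24 h after the last injection. Each region gave 4 METH and 4 saline samples, 32 in all, which are named here by region, treatment and replicate number (such as DG Sal 3). The authors trimmed the reads, mapped them to the rat genome (rn6) with STAR and deposited, for each sample, the number of reads that featureCounts 1.6.3 assigned to each gene, without normalization. The headers of the count files name an Ensembl annotation, while the methods name a UCSC annotation. Counting did not use the strand, so counts of genes that overlap on opposite strands, and of close paralogs, are uncertain. The total count per sample lay between 11094002 and 21869773, with a median of 14533166.5. It was 11094002 to 14501875 (median 13555042) in NAc Sal, 11802864 to 14156910 (median 12640557) in NAc METH, 11600333 to 14564458 (median 13047214) in DG Sal and 13638981 to 20222158 (median 15890456) in DG METH. It was 12888040 to 19350101 (median 14872581.5) in CA Sal, 12847406 to 14965514 (median 14184588) in CA METH, 17269245 to 21085891 (median 19921690) in SVZ Sal and 17379234 to 21869773 (median 20127656.5) in SVZ METH. In all 32 samples this total equals the number of reads on genes given in Supplementary Data 1. At these depths 1 read is worth between 0.0457 and 0.0901 CPM (counts relative to library size), and a count of 3 or less was taken as the floor. The RNA integrity number in Supplementary Data 1 ranged from 3.8 to 7.7.
Differentially expressed genes (DEGs) were identified here from the deposited counts of the 8 samples of a region, with upper-quartile normalization, edgeR's filter on low counts and edgeR's quasi-likelihood test. A DEG has a false discovery rate (FDR, the Benjamini-Hochberg adjusted p) under 0.01 and a fold change above 1.5. The latter is the lowest fold change in the part of Supplementary Data 4 held here. Log2 fold changes are METH against saline, and the standard error (SE) is the size of the log2 fold change divided by the square root of the test's F value. The methods also remove factors of unwanted variation with RUVr (estimated from the residuals of a first fit). The paper's text does not name the number of factors, so the values use counts without this step, and fits with 1, 2 and 4 factors were among the alternatives. The 48 pairs of samples of the same group differed by a chi-square per gene of 16.4 to 191.4, above sampling noise, so no library of these pairs was a second sequencing of the other. This does not show that they come from separate animals: the 2 pairs of SVZ METH libraries that share a library number had 133.4 and 114.7. Each sample was counted as 1 replicate by its label. The names of the libraries in the headers hold a library number and a sequencing run. In the NAc and CA the saline and METH samples with the same replicate number carry the same library numbers in both regions. In the DG the numbers of Sal 1 and 2 are those of METH 1 and 2 in the NAc and CA, and the numbers of METH 1 and 2 are those of Sal 1 and 2. In the SVZ the 4 METH libraries carry 2 numbers. The samples were grouped by their labels throughout.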

The transcriptome and epigenome of these rat brains were assessed using RNA-seq and ATAC-seq assays (Fig. 1a and Supplementary Data 1). As expected, we observed strong region-specific transcriptome and epigenome profiles in each of the four brain regions (Fig. 1b). 

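Principal component analysis was run on log2(CPM + 1) of all 32 samples, with upper-quartile library sizes. No RUVr factors were removed here, while the methods of the paper remove them. The positions may therefore differ from those in the paper for this reason alone. The first component (PC1) held 29.4% of the variance and the second (PC2) 18.8%. All 8 CA samples lay between 25.3 and 45.8 on PC1, and all 16 NAc and SVZ samples between -42.5 and -5.4. The DG samples covered both ranges, from -32.8 (DG Sal 3) to 45.2 (DG METH 1). On the plane of both components, 18 of the 32 samples had a sample of their own region as the nearest neighbour. This number was 16 with a pseudocount of 0.1, 19 with only genes above 1 CPM in at least 4 samples and 19 with TMM normalization. Over the 16 saline samples alone, PC1 held 33.4% and PC2 18.1% of the variance, and 6 samples had a neighbour of their own region.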

Principal component analysis clearly separated these four different rat brain regions in both RNA-seq and ATAC-seq assays (Fig. 1c and Supplementary Fig. 1a, b), emphasizing the existence of strong brain-regional specificity at both the transcriptomic and epigenetic levels. The DG and CA, two connected regions in the hippocampal formation, were closer to each other in the principal component analysis, as expected (Fig. 1c), but showed the opposite response to binge METH, especially at the genome-wide chromatin level (Fig. 1c), suggesting strong epigenetic remodeling happened in METH-exposed DG region.

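On the plane of PC1 and PC2, the mean positions of the DG and CA were 15.8 apart, the smallest distance among the 6 pairs of regions. The NAc and SVZ were 32.5 apart, and the 4 other pairs between 48.7 (NAc and DG) and 69.3 (CA and SVZ). On PC1 the DG stood at 8.7 ± 30.9 in saline and 32.3 ± 17.7 in METH samples (SD, n = 4), and the CA at 36.5 ± 9.2 in saline and 32.7 ± 5.9 in METH samples (SD, n = 4). The means of the DG thus moved up and those of the CA down, by less than the SD of the DG Sal samples and of the CA Sal samples, respectively. DG Sal 3, whose nearest neighbour was SVZ Sal 3, set much of the spread in DG Sal.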

**Fig. 1:**
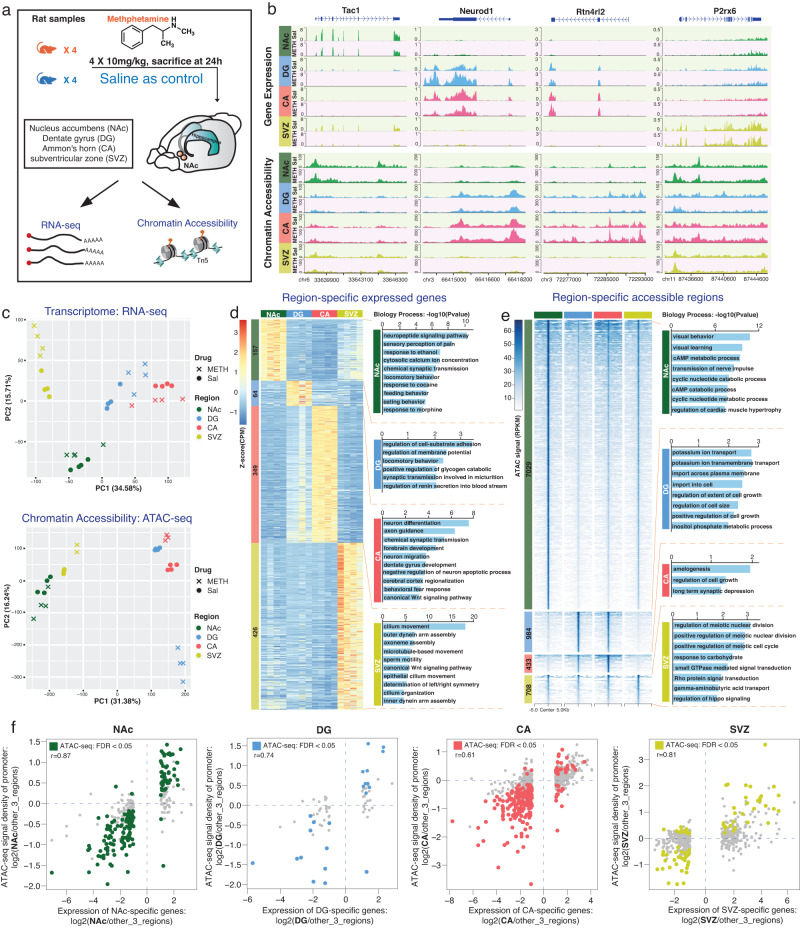
Gene expression and epigenetic signals of 4 brain regions from control and binge METH exposed rat samples. **a** Schematic outline of the experimental design. **b** Examples of gene expression and open chromatin signals in METH exposed and Saline samples of 4 rat brain regions. The *Tac1* gene was more highly expressed and became more open only in the NAc region. The *Neurod1* and *Rtn4rl2* genes showed high expression and chromatin accessibility in both the DG and CA. The *P2rx6* gene showed higher expression only in the SVZ. METH: binge METH exposed samples, red background; Sal: saline samples, green background. **c** The principal analysis of METH exposed and Sal samples of 4 brain regions for RNA-seq and ATAC-seq data. Cross: METH exposed samples; dot: saline samples. The region-specific signatures of 4 brain regions in saline controls at both the transcriptomic (**d**) and epigenetic (**e**) levels. **d** Left part shows the number and expression Z score of region-specific genes in 4 brain regions; **e** Left part shows the number and open chromatin signals of region-specific accessible regions in 4 brain regions. The right parts of (**d** and **e**) show the enriched biological process terms. **f** The relationship between the expression of region-specific genes and ATAC-seq signal on their promotor regions (*n* = 16 saline control samples of ATAC-seq data).

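In saline samples, Tac1 (rn6, chromosome 4 from 33638709 to 33646819) was at 107 ± 73.2 CPM in the NAc, 74.4 ± 53.7 CPM in the SVZ, 16.9 ± 20.8 CPM in the DG and 5.06 ± 2.31 CPM in the CA (SD, n = 4). The 4 saline NAc samples compared with the 12 saline samples of the other regions gave a log2 fold change of 1.70 (SE 0.93, FDR 0.499 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The SVZ against the other regions gave 0.82 (SE 1.03, FDR 0.678 from the same test), and the NAc and SVZ were not compared directly. Against the mean of the other regions in a fit of 4 groups, the values were 2.52 (SE 0.65, FDR 0.205) in the NAc and 1.86 (SE 0.66, FDR 0.104) in the SVZ, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In METH samples Tac1 was at 87.6 ± 46.1 CPM in the NAc and 30.6 ± 26.2 CPM in the SVZ (SD, n = 4).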

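Neurod1 (rn6, chromosome 3 from 66414308 to 66417741) was at 27.5 ± 27.9 CPM in the DG and 27.8 ± 7.69 CPM in the CA of saline samples, against 2.20 ± 3.50 CPM in the NAc and 1.14 ± 0.974 CPM in the SVZ (SD, n = 4). Rtn4rl2 (rn6, chromosome 3 from 72273424 to 72289310) was at 31.1 ± 21.5 CPM in the DG, 47.1 ± 4.16 CPM in the CA, 6.22 ± 10.1 CPM in the NAc and 2.27 ± 2.64 CPM in the SVZ (SD, n = 4). DG Sal 3 was the lowest of the DG samples in both, with 0.252 CPM of Neurod1 and 0.568 CPM of Rtn4rl2. Against the other 3 regions, Neurod1 had a log2 fold change of 1.43 (SE 1.16) in the DG and 1.42 (SE 1.15) in the CA, and Rtn4rl2 of 0.75 (SE 1.18) in the DG and 1.83 (SE 1.05) in the CA. In these comparisons each of the hippocampal regions is part of the other's reference. In a fit of 4 groups, each region against the mean of the other 3, the values were 2.73 (SE 0.78, FDR 0.438) and 2.71 (SE 0.78, FDR 0.0496) for Neurod1 in the DG and CA, and 1.80 (SE 0.86, FDR 0.740) and 2.60 (SE 0.84, FDR 0.0753) for Rtn4rl2, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.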

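P2rx6 (rn6, chromosome 11 from 87435185 to 87445219) was at 22.5 ± 14.6 CPM in the SVZ of saline samples, against 7.18 ± 4.55 CPM in the NAc, 8.55 ± 5.79 CPM in the DG and 7.69 ± 3.16 CPM in the CA (SD, n = 4). The log2 fold change of the SVZ against the other regions was 1.55 (SE 0.39, FDR 0.0507 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In a fit of 4 groups against the mean of the other regions it was 1.55 (SE 0.41, FDR 0.0453 from the same test). In the fit against the pooled others it was lower by 0.84 in the NAc, by 0.56 in the DG and by 0.77 in the CA against the rest. Expression in DG Sal 3, at 17.2 CPM, lay above that of SVZ Sal 2 (9.59 CPM) and SVZ Sal 3 (14.8 CPM).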

We first investigated the region-specific signatures of the four brain regions in saline controls at both the transcriptomic and epigenetic levels by identifying the region-specific expressed genes and accessible chromatin regions (Supplementary Fig. 1 and Supplementary Data 2). 

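For each region, the 4 saline samples were compared with the 12 saline samples of the other 3 regions by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 15515 genes. A gene was counted as region-specific when its FDR was under 0.01 and it was higher by more than 2-fold. No RUVr factors were removed from the counts, while the methods of the paper remove them. In the NAc, DG and CA 0 genes passed, while 747, 431 and 1461 genes were higher at an unadjusted p under 0.05. In the SVZ 5 genes passed, and 2003 were higher at an unadjusted p under 0.05. They are listed here because there were only 5, after their values were seen. Tnc had a log2 fold change of 1.29 and an FDR of 0.00113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Tceal3 of 1.27 and 0.00356, LOC103690190 of 1.68 and 0.00772, Prkcd of 3.81 and 0.00778, and AABR07027752.2 of 2.02 and 0.0084. Prkcd was at 296 ± 428 CPM in the SVZ Sal samples (SD, n = 4), a spread wider than its mean. It was also used here as a marker gene of thalamic neurons. DESeq2 moved these counts most among the alternatives that keep all samples, to 110 genes in the CA, 38 in the SVZ and 1 in the NAc. Without DG Sal 1 the CA had 127 genes, without SVZ Sal 1 the SVZ had 23, and without DG Sal 1, 2 or 3 the DG had 10, 11 or 9. Of the genes listed by the study in Supplementary Data 2, which were chosen on these samples and are not independent evidence, 155 of 156 NAc genes were tested and all 155 were higher in the NAc, with a median log2 fold change of 1.09. The text gives 157 NAc genes. In the DG all 64 listed genes were higher (median 1.63), in the CA all 341 tested of 349 (median 1.37), and in the SVZ 408 of 415 tested of 426 (median 1.36). At an unadjusted p under 0.05 were 57, 49, 271 and 323 of the genes listed for the NAc, DG, CA and SVZ.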

At the gene level, 157, 64, 349, and 426 region-specific genes were identified separately in the NAc, DG, CA, and SVZ regions, respectively (Fig. 1d and Supplementary Fig. 1c). These genes were significantly enriched in distinct neurological functions and processes in a region-specific fashion (Fig. 1d and Supplementary Data 3). In the NAc region, 10 of 157 genes were directly associated with the drug responses to cocaine and morphine. 

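In Supplementary Data 3, 7 genes are listed under response to cocaine and 6 under response to morphine for the NAc, 10 genes in all. Each of the 10 was higher in the 4 saline NAc samples than in the 12 saline samples of the other regions, 6 of them by more than 2-fold. Their log2 fold changes ran from 0.56 (Nts) to 3.39 (Oxt), with Drd2 at 1.78, Tacr1 at 1.50, Oprk1 at 1.24, Htr1b at 1.02, Oprm1 at 1.00, Tac3 at 0.93 and Htr3a at 0.92. Of the 10, 6 had an unadjusted p under 0.05 and 0 had an FDR under 0.01. The lowest FDR among them was 0.448 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The study chose these genes on the same samples.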

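For the CA, Supplementary Data 3 lists 16 genes under neuron differentiation, all tested and all higher in the 4 saline CA samples than in the 12 saline samples of the other regions. Their median log2 fold change was 1.40 (range 0.98 to 2.77). Of the 16, 13 had an unadjusted p under 0.05 and 0 had an FDR under 0.01, the lowest being 0.0288 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under axon guidance 14 genes are listed, of which 13 were tested. All 13 were higher in the CA, with a median log2 fold change of 1.62, and 11 had an unadjusted p under 0.05. Both lists were drawn by the study from these samples and are no independent evidence.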

CA region-specific genes were highly enriched in neuron differentiation and axon guidance. 

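The genes that Supplementary Data 3 lists for the SVZ under cilium movement (15 genes), microtubule-based movement (10) and motile cilium assembly (4) were all higher in the SVZ than in the other 3 regions of saline samples. Their median log2 fold changes were 1.76, 1.45 and 1.88. Of these genes 14, 9 and 4 had an unadjusted p under 0.05, and 0 had an FDR under 0.01. The lowest FDR among the 3 lists was 0.0429 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without SVZ Sal 4, the medians for cilium movement and motile cilium assembly were 0.84 and 0.96. These genes, too, were selected on the same samples.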

We identified 426 genes explicitly expressed in the SVZ region, and these genes were enriched in movement- and assembly-associated biological functions, suggesting their involvement in neuron differentiation and migration activities in the SVZ region (Fig. 1d). At the epigenetic level, we identified 7029 NAc-specific open chromatin regions (OCRs, Supplementary Fig. 1d). The genes around these NAc-specific OCRs were enriched in behavior, learning, and cAMP metabolic processes (Fig. 1e and Supplementary Data 3). However, only a few hundred region-specific OCRs were identified separately in the other three brain areas (Fig. 1e and Supplementary Fig. 1d). Such results suggested that the NAc brain area is unique at the epigenetic regulatory level. Most of these region-specific OCRs identified in 4 brain regions were far away from gene promoters and located in intronic and intergenic regions (Supplementary Fig. 1e, f). About 30% of mouse orthologs of rat region-specific OCRs played roles as distal enhancers (Supplementary Fig. 1g), furthermore, we found 6–40% of regions-specific DEGs also harbored the regions-specific OCRs (Supplementary Fig. 1h), such results emphasized the importance of enhancer elements in cell fate determination as previously reported^59–61^. We further explored the chromatin accessibility of region-specific genes (Fig. 1f). We noticed the positive correlation between the expression of region-specific genes and ATAC-seq signal on their promoters. The promoter chromatin accessibility of many region-specific genes statistically differed on a relatively small scale for each brain region, when compared to the other three regions (Fig. 1f).

### METH exposure induced region-specific transcriptomic changes in 4 rat brain regions

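The spread between the 4 replicates of a group, as edgeR's common biological coefficient of variation, was 0.199 in the CA, 0.247 in the NAc, 0.311 in the DG and 0.373 in the SVZ. The median SE of a log2 fold change was accordingly lowest in the CA (0.14), followed by the NAc (0.17), DG (0.19) and SVZ (0.22). With these SEs, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 DEGs in each of the 4 regions.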

METH exposure can induce significant global molecular changes in all four brain regions (Fig. 1c). To better characterize the region-specific transcriptomic response to METH stimulus, we identified the differentially expressed genes in each region separately and further checked the chromatin accessibility on the promoter of these METH exposure-induced DEGs (Fig. 2a, Table 1, Supplementary Data 4, and Supplementary Fig. 2a). 

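In the DG, 14800 genes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. There were 0 DEGs, and 1890 genes at an unadjusted p under 0.05, 940 higher and 950 lower in METH samples (1225 genes without DG METH 4). The smallest FDR was 0.0465 for Cxxc4, chosen after its value was seen, with a log2 fold change of -0.87. Among the alternatives set in advance, 4 RUVr factors as covariates moved the count most, to 461 DEGs, while DESeq2 gave 193 (108 higher, 85 lower) and edgeR's likelihood ratio test 117 (70 higher, 47 lower). Sequencing runs could be compared only in part, since 1 of the runs holds both saline and METH samples of the DG. The only saline library of that run is DG Sal 3. A fit with the run as a covariate therefore compares DG Sal 3 alone with DG METH 1 and 2, and its count of DEGs decides nothing.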

We identified 1209 METH exposure-induced DEGs in the DG region, the highest number among all four areas (Fig. 2a and Table 1). In the SVZ, 957 genes were significantly changed, suggesting that the SVZ is another vital target brain region for METH stimuli (Fig. 2a and Table 1). 

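In the SVZ, 15579 genes were tested and 0 were DEGs, with 402 genes at an unadjusted p under 0.05, 185 higher and 217 lower in METH samples. These 402 are fewer than a share of 0.05 of the tested genes, which is expected when no gene differs. The smallest FDR was 0.232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, for Usp9y, a gene of the Y chromosome (rn6, 1258794 to 1403422), chosen after its value was seen. It had between 21 and 50 reads in each saline sample and 0 or 1 read in each METH sample. With DESeq2, 176 genes were higher and 364 lower at an unadjusted p under 0.05. Without SVZ Sal 1, 2596 genes had an unadjusted p under 0.05, without SVZ Sal 2 or 3, 222 or 156, and without SVZ METH 2, 3 or 4, 232, 715 or 217, each with 0 DEGs. Covariates for 4 RUVr factors gave 235 DEGs, the most among the alternatives set in advance, and DESeq2 gave 2. When the METH libraries with the same library number were summed, 0 DEGs and 176 genes at an unadjusted p under 0.05 were found.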

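In the NAc, 14771 genes were tested, and 0 were DEGs. At an unadjusted p under 0.05 were 500 genes, fewer than the share of 0.05 of tested genes expected when no gene differs. Of these, 357 were higher and 143 lower in METH samples. Most of this excess of higher genes depends on the scaling, since TMM gave 264 higher and 221 lower and DESeq2's own procedure 277 and 246. There were 761 genes without NAc Sal 4 and 331 without NAc METH 4. The smallest FDR in the NAc was 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (for Pbxip1, among others, chosen after its value was seen). In the CA, 14612 genes were tested, and again 0 were DEGs. At an unadjusted p under 0.05 were 1046 genes, 639 higher and 407 lower, with 623 without CA Sal 1, 1639 without CA METH 1 and 665 without CA METH 4. The smallest FDR was 0.0887 for Top2a from the same test. DESeq2 gave 3 DEGs in the NAc and 13 in the CA (8 higher, 5 lower). With the sequencing run as a covariate both regions had 0 DEGs, with 278 genes in the NAc and 777 in the CA at an unadjusted p under 0.05. In the NAc 1 run holds both treatments, so this fit rests on Sal 3 and 4 against METH 1 and 2. In the CA, Sal 1 and 2 are merged libraries with no METH library of that kind. The CA fit thus rests on Sal 3 and 4 as its saline samples.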

In the NAc and CA, only 358 and 329 genes, respectively, exhibited significant changes in expression (Fig. 2a and Table 1). We further cross-referenced the METH exposure-responsive DEGs in all four brain regions and found that most of the DEGs were regionally regulated; only a few genes responded to METH binge in multiple areas, including *Gfap*, *Nrn1*, and *Drd1* (Fig. 2b and Supplementary Fig. 2b). Such results suggested that the significant transcriptomic response to METH stimulus has high regional specificity and different sensitivity to stimulation in distinct brain regions. 

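Gfap (rn6, chromosome 10 from 90990762 to 90999506) rose from 253 ± 25.3 to 745 ± 326 CPM in the NAc (SD, n = 4), with every METH sample above every saline sample. The log2 fold change was 1.58 (SE 0.32, FDR 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.74 (SE 0.29) in the DG, 0.24 (SE 0.21) in the CA and 0.91 (SE 0.37) in the SVZ. Nrn1 (rn6, chromosome 17 from 27925057 to 27969433) had log2 fold changes of 0.96 (SE 0.78) in the NAc, 0.76 (SE 0.71) in the DG, -0.10 (SE 0.15) in the CA and 0.64 (SE 1.00) in the SVZ. NAc Sal 4 (43.4 CPM) and SVZ Sal 1 (113 CPM) stood apart from the other saline samples of their region in Nrn1, which had at most 8.87 CPM in the NAc and 11.0 CPM in the SVZ. Drd1 (rn6, chromosome 17 from 11101306 to 11103541) fell by 0.37 on the log2 scale in the NAc (SE 0.82), by 2.24 in the DG (SE 1.04) and by 1.23 in the SVZ (SE 0.77), and rose by 0.72 in the CA (SE 0.41). The 4 DG Sal samples had 15.8, 7.71, 121 and 4.91 CPM of Drd1, so that 1 sample, DG Sal 3, set the DG mean, and the log2 fold change without it was -0.23. Without NAc Sal 4 that of Nrn1 in the NAc was 2.04, and without SVZ Sal 1 that in the SVZ was 2.67. Over the alternatives set in advance, Nrn1 in the DG ran from 0.37 to 1.35 and Drd1 in the CA from 0.40 to 1.16. DG Sal 3 had 7.26 CPM of Nrn1, against at least 79.2 CPM in the other DG Sal samples. Gfap in the SVZ was at 0.58 without SVZ METH 3. Across the 23 genes named by the paper in 67 pairs of gene and region, some of which the paper does not call changed, 0 pairs passed the thresholds for a DEG and 13 had an unadjusted p under 0.05. Adjusted over the list alone, 1 pair (Top2a in the CA) had an adjusted p under 0.01, at 0.00101 with Benjamini-Hochberg adjustment of edgeR's p-values. The study chose these genes on the same samples, so this is not independent evidence. DESeq2 called the most pairs among the alternatives set in advance, 4, including Gfap in the NAc.

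**Figure D1:**
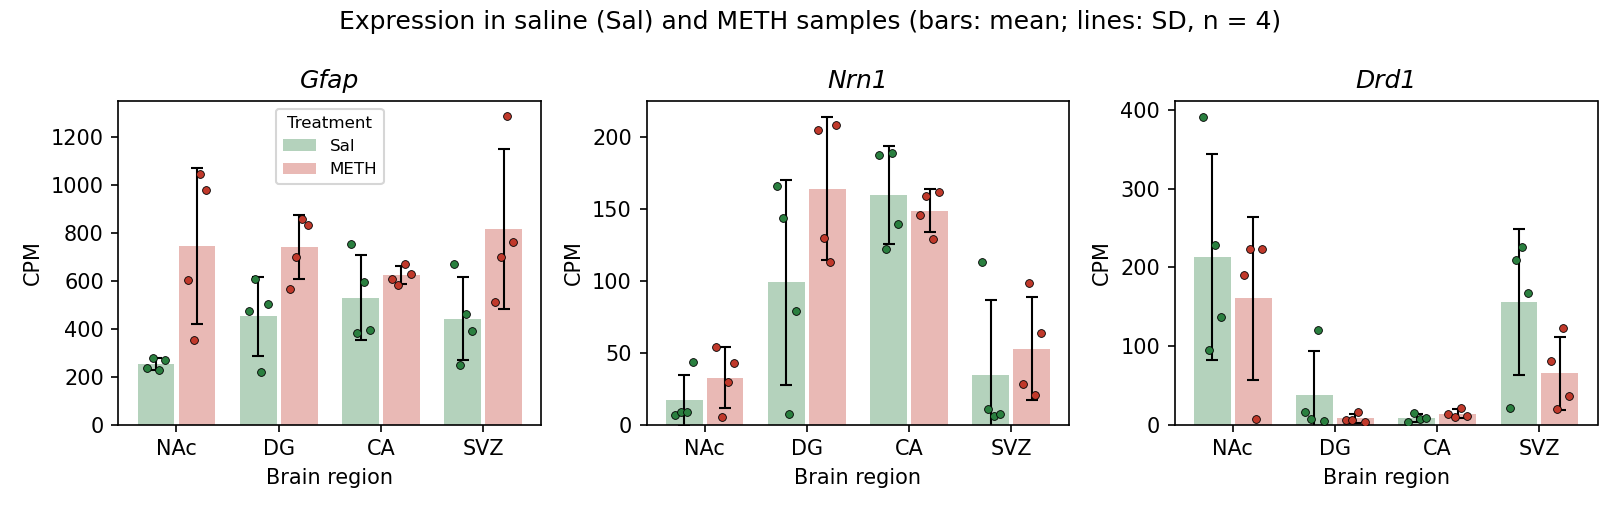
Expression of Gfap, Nrn1 and Drd1 in CPM (vertical axis, from 0) by brain region (horizontal axis) in saline (green) and METH (red) samples. Bars are means, lines are SDs (n = 4) and points are samples. In the NAc, METH samples of Gfap lie at 352 CPM and above, and saline samples at 278 CPM and below.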

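With 0 DEGs in each region there was no overlap to count. Under DESeq2, 211 of 211 DEGs were found in a single region, under edgeR's likelihood ratio test 127 of 127, and with 4 RUVr factors as covariates 669 of 683. Of these DEGs, 193, 117 and 461 were in the DG, so under the first 2 tests few DEGs could be shared. Across 15387 genes, the differences in mean log2 CPM between METH and saline samples had a correlation of 0.25 between the NAc and CA and of 0.03 between the DG and NAc. The latter was -0.13 over replicates 1 and 2, 0.04 over replicates 3 and 4, and 0.19 with the DG grouped by library number. Genes are not independent replicates, so these are descriptions of the samples. From the few genes shared between the lists of DEGs of the regions, the paper proposes that the response to METH has high regional specificity and that the regions differ in their sensitivity.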

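The genes listed in Supplementary Data 5 for lower expression in METH samples were examined in the region for which they are listed. In the NAc, the median log2 fold change was -0.69 for response to amphetamine (6 genes), -0.55 for response to cocaine (4 genes, 1 of them higher) and -0.73 for response to morphine (3 genes), each with 1 gene at an unadjusted p under 0.05. In the DG it was -1.81 for response to amphetamine (5 genes), -2.02 for response to morphine (8 genes) and -2.07 for behavioral response to cocaine (5 genes), all lower, with 2, 3 and 2 genes at an unadjusted p under 0.05. In the SVZ it was -1.19 for response to amphetamine (9 genes), -1.24 for response to morphine (5 genes) and -1.14 for response to cocaine (6 genes), all lower, with 1, 0 and 0 genes at an unadjusted p under 0.05. In none of these lists did a gene reach an FDR under 0.01. The lowest FDR was 0.185 in the DG, 0.979 in the SVZ and 0.999 in the NAc, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without DG Sal 3 the DG medians were -0.23, -0.53 and -0.48, and without NAc Sal 1 the medians for amphetamine and morphine in the NAc were -0.09 and -0.06. The lists come from DEGs that the study called on the same samples and are not independent evidence.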

GO enrichment analysis of the region-specific DEGs revealed their enrichment in certain biological processes, e.g., specifically downregulated DEGs in the NAc, DG, and SVZ were enhanced in locomotory behavior and response to drugs, including amphetamine, morphine, and cocaine (Fig. 2c). METH exposure-induced upregulated DEGs in the NAc, DG, and CA were enriched in essential neuronal functions, such as signaling pathways, neuron development, axon guidance, memory, etc. 

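In the NAc, the 5 genes that Supplementary Data 5 lists under axon guidance had a median log2 fold change of 0.71 and the 4 under neuron development of 0.54, with 3 and 2 genes at an unadjusted p under 0.05. In the DG, 27 genes under axon guidance had a median of 0.88 (10 at an unadjusted p under 0.05) and 14 under memory a median of 1.02 (9 at an unadjusted p under 0.05). In the CA, 10 genes under neuropeptide signaling pathway had a median of 0.86 (5 at an unadjusted p under 0.05) and 5 under memory a median of 0.65 (1 at an unadjusted p under 0.05). Every gene of these 6 lists was higher in METH samples and 0 had an FDR under 0.01, the lowest being 0.164 in the DG from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without NAc Sal 4 the median for neuron development in the NAc was 1.71, and without NAc METH 1 it was 0.32. As with the lists for lower expression, the study picked these genes from the same samples.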

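In the SVZ, all 11 genes that Supplementary Data 5 lists under myelination and all 6 under oligodendrocyte development were higher in METH samples, with median log2 fold changes of 0.81 (range 0.61 to 0.93) and 0.68 (range 0.59 to 0.79). Of these, 0 had an unadjusted p under 0.05, and the lowest FDR was 0.979 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The abundant myelin gene Mbp was at 4800 ± 3310 CPM in saline and 9040 ± 5450 CPM in METH samples (SD, n = 4), so its rise was smaller than the SD within METH samples. The median for myelination was 1.28 without SVZ Sal 1 and 0.54 without SVZ Sal 2, and that for oligodendrocyte development 1.10 and 0.46. Both lists were chosen by the study on these samples.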

Upregulated DEGs in the SVZ were highly enriched in myelination and oligodendrocyte development, suggesting that glial cells in the SVZ region have a distinct response to the binge METH (Fig. 2c and Supplementary Data 5).

**Fig. 2:**
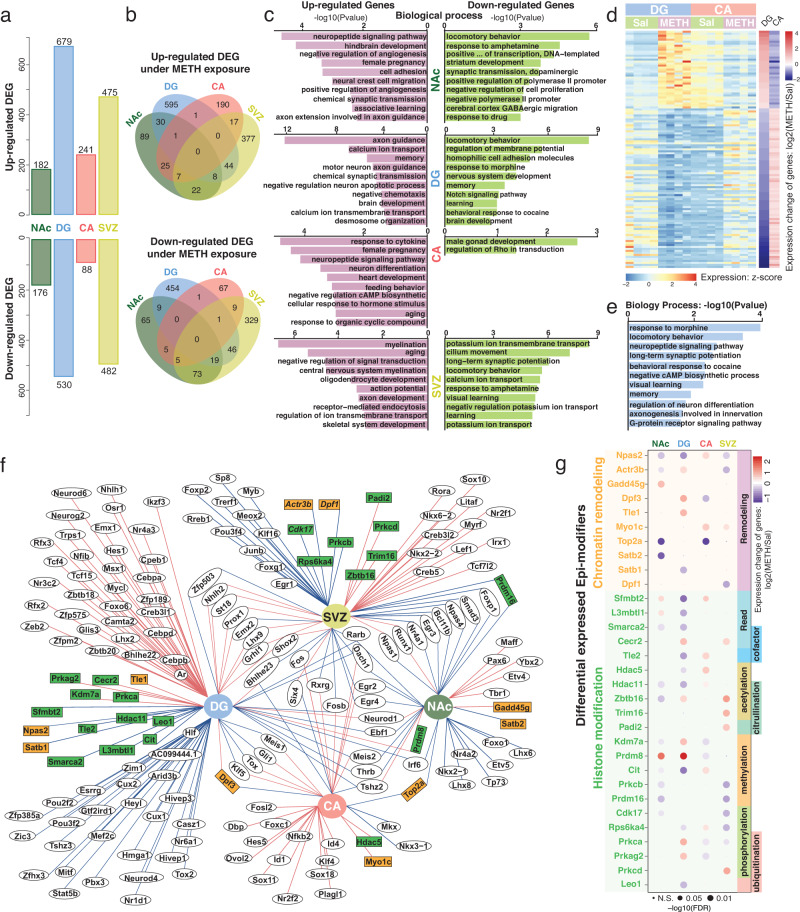
Differentially expressed genes in 4 rat brain regions in response to binge METH stimulus. **a** Number of up- and down-regulated differentially expressed genes (DEGs) induced by METH exposure in 4 brain regions. The largest number of DEGs was identified in the DG region. **b** The number of shared up- and downregulated DEGs across 4 brain regions. Only a few DEGs were simultaneously affected by METH exposure in multiple regions. **c** Gene Ontology (biological process) enrichment analysis of up- and downregulated DEGs in 4 brain regions. **d** The DEGs show opposing regulation patterns between the DG and CA. A total of 39 upregulated DEGs in the DG were identified as downregulated DEGs in the CA, and 80 downregulated DEGs in the DG were identified as upregulated DEGs in the CA. **e** GO enrichment analysis of DEGs showing opposing regulation patterns between the DG and CA. These DEGs were highly enriched in neurological process terms. **f** METH stimulus-induced significant expression changes in 146 transcription factors (TFs) and 31 epigenetic factors (Epi-Modifiers) in 4 brain regions. The red line shows upregulated DEGs, and the blue line shows downregulated DEGs. Genes shown in circles are TFs, and genes shown in squares are Epi-Modifiers. The orange and green background colors match the chromatin remodeling and histone modification functions, respectively, in (**g**). **g** Differentially expressed Epi-Modifiers with chromatin remodeling and histone modification functions in 4 brain regions (*n* = 4 control and 4 METH exposure samples for each brain region).

**Table 1:** The number of differentially expressed genes and differentially accessible regions in 4 brain regions of male rats after the acute binge METH exposure.

Brain regions	Differential analysis of rat brain responding to METH exposure			
	Differential expressed genes (DEGs)		Differential accessible regions (DARs)	
	Up-regulated DEGs	Down-regulated DEGs	More-accessible DARs	Less-accessible DARs
NAc	182	176	708	3907
DG	679	530	3399	12265
CA	241	88	1641	347
SVZ	475	482	4693	1297

The DG and CA are spatially connected regions in the hippocampus and together contribute to new memory formation. However, we only found two commonly upregulated and two commonly downregulated DEGs after the binge METH in the DG and CA (Fig. 2b). 

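In the fits of the DG and CA, 0 genes were DEGs in both regions, in either direction, since neither region had a DEG (the counts at an unadjusted p under 0.05 were 1890 in the DG and 1046 in the CA). Judged only by a difference in mean log2 CPM of more than 1.5-fold in both regions, with no test, 7 of 15387 genes changed the same way.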

Surprisingly, we found that 39 upregulated DEGs in the DG were identified as downregulated DEGs in the CA, and 80 downregulated DEGs in the DG were identified as upregulated DEGs in the CA (Fig. 2d and Supplementary Fig. 2c). These types of DEGs were highly enriched in neurological processes, including response to morphine and cocaine, memory, visual learning, and long-term synaptic potentiation (Fig. 2e and Supplementary Fig. 2d). Such opposite gene regulation in the DG and CA indicated a distinct regulation in the trisynaptic circuit in response to the binge METH stimulus.

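By the same description, 142 genes differed by more than 1.5-fold in opposite directions in the DG and CA. The number of genes that were DEGs in both regions in opposite directions was 0. Across the 15387 genes, the changes in the DG and CA had a correlation of -0.36. It was -0.49 over replicates 1 and 2 and -0.09 over replicates 3 and 4 of both regions, with 420 and 146 genes changed in opposite directions and 29 and 106 in the same direction. Replicates 1 and 2 of the DG are the samples whose library numbers carry the other treatment in the NAc and CA. These are descriptions across genes, which are not independent replicates.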

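Supplementary Data 5 lists 5 genes with opposite changes under response to morphine, with median log2 fold changes of -1.97 in the DG and 0.61 in the CA. The medians were -1.87 and 0.32 for behavioral response to cocaine (3 genes), -1.31 and 0.63 for memory (4 genes), -1.84 and 0.43 for visual learning (4 genes) and -1.83 and 0.67 for long-term synaptic potentiation (4 genes). Every listed gene was lower in the DG and higher in the CA. Between 2 and 3 genes of each list had an unadjusted p under 0.05 in the DG, and 0 or 1 in the CA. None had an FDR under 0.01, the lowest being 0.172 in the DG and 0.669 in the CA from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without DG Sal 3 the DG medians were -0.96 for response to morphine, -1.29 for visual learning and -0.41 for long-term synaptic potentiation, and without CA Sal 1 the CA medians for behavioral response to cocaine and visual learning were 0 and 0.19. Without CA Sal 4 the CA medians were 0.97 for response to morphine, 0.97 for behavioral response to cocaine (0.06 without CA METH 1) and 0.83 for visual learning. These genes were chosen by the study for their opposite changes in the same samples.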

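The difference of the METH effect between the DG and CA was tested directly, as an interaction in 1 fit of the 16 samples of both regions. Among 15308 genes, 0 had an FDR under 0.01 and 2353 an unadjusted p under 0.05. The smallest FDR was 0.126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, for Arhgef25 with a log2 difference of 1.96, chosen after its value was seen. With 4 RUVr factors as covariates 512 genes passed, the most among the alternatives set in advance, and DESeq2 gave 91.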

Transcription factors (TFs) and epigenetic modification factors (Epi-Modifiers) are critical components in the gene regulatory network. We precisely checked the TFs and Epi-Modifiers associated with the binge METH exposure in all four rat brain regions. In total, we found 146 TFs and 31 Epi-Modifiers that significantly changed expression after the METH stimulus (Fig. 2f and Supplementary Data 4). Twenty-seven TFs changed their expression in more than one brain region. Only seven TFs, including *Egr2*, *Egr4*, *Rarb*, *Bhlhe23*, *Meis2*, *Fosb*, and *Tshz2*, were differentially expressed in more than two brain regions, and *Dach1* was the only TFs that responded to the METH stimulus in all four rat brain regions. 

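The transcription factors (TFs) Egr2, Egr4, Rarb, Bhlhe23, Meis2, Fosb, Tshz2 and Dach1 were tested in all 4 regions, and 0 of the 32 pairs of gene and region passed the thresholds for a DEG, with 4 at an unadjusted p under 0.05. Dach1 (rn6, chromosome 15 from 82099159 to 82482009) fell by 1.31 on the log2 scale in the NAc (SE 0.66), by 1.63 in the DG (SE 0.95) and by 1.15 in the SVZ (SE 0.83), and rose by 1.19 in the CA (SE 0.52, FDR 0.694 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without DG Sal 3, which had 24.5 CPM against at most 4.02 CPM in the other DG Sal samples, the DG value was 0.14. Egr2 (rn6, chromosome 20 from 22454463 to 22459025) fell by 1.08 in the NAc (SE 0.69), by 0.91 in the DG (SE 0.40) and by 1.49 in the SVZ (SE 0.98), and rose by 1.27 in the CA (SE 0.63). Egr4, Rarb, Meis2 and Fosb were also lower in the NAc, DG and SVZ and higher in the CA, with log2 fold changes from -1.42 (Meis2 in the DG) to 0.62 (Egr4 in the CA). For Rarb the DG value turned to 0.08 without DG Sal 3, and for Meis2 it was -0.55. The falls of Dach1, Egr2, Egr4, Rarb and Meis2 in the NAc rest mostly on NAc Sal 1, which had 107 CPM of Dach1 and 19.4 CPM of Egr2 against at most 36.0 and 5.35 CPM in the other NAc Sal samples. Without it the NAc values were -0.38 (Dach1), -0.12 (Egr2), -0.03 (Egr4), -0.08 (Rarb) and -0.09 (Meis2), while Fosb was at -0.28 beside -0.34 with all samples (-0.17 without NAc Sal 3 and -0.16 without NAc METH 3), and without NAc METH 3 that of Meis2 turned to 0.02. In the CA, Dach1 rose by 0.56 without CA METH 2. Egr2 in the DG fell by 0.60 without DG Sal 1, and in the SVZ by 2.37 without SVZ METH 1. Tshz2 (rn6, chromosome 3 from 166743544 to 166746597) fell by 2.28 in the DG (SE 0.71, FDR 0.263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in the NAc (0.77), CA (0.82) and SVZ (0.26). With 4 RUVr factors as covariates Tshz2 in the DG passed the thresholds. Bhlhe23, with group means between 0.517 and 2.81 CPM, rose by 1.94 in the DG (SE 1.03) and fell by 1.06 in the CA (SE 0.84; by 0.28 without CA Sal 1) and by 1.25 in the SVZ (SE 0.97). In the NAc it was 0.44 (SE 0.68), and turned to -0.73 with the RNA integrity number as a covariate. Over the alternatives set in advance Bhlhe23 ran from 1.38 to 3.20 in the DG and from -2.13 to -0.88 in the SVZ.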

Among 31 differentially expressed Epi-Modifiers, 10 Epi-Modifiers are considered to play essential roles in chromatin remodeling, and 21 genes are associated with histone modification, including acetylation, methylation, and phosphorylation (Fig. 2g). Three Epi-Modifier genes, including *Prdm8*, *Dpf3*, and *Top2a*, were found to be significantly changed in more than one brain region (Fig. 2g). For example, *Prdm8*, a conserved histone methyltransferase that acts predominantly as a negative regulator of transcription^62^, was commonly upregulated in the NAc and DG, suggesting that epigenetic regulation might be involved in the repression of genes that respond to METH in these two areas (Fig. 2c and Supplementary Fig. 2e). 

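Dpf3 (rn6, chromosome 6 from 106721349 to 106971250) rose from 4.26 ± 0.619 to 8.72 ± 3.02 CPM in the DG (SD, n = 4), a log2 fold change of 1.04 (SE 0.26, FDR 0.194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the CA it fell by 0.79 (SE 0.40, FDR 0.715 from the same test). Much of this fall rests on CA Sal 1, which had 13.8 CPM against 3.87 to 6.85 CPM in the other CA Sal samples, and without it the log2 fold change was -0.30. The changes in the NAc (0.07, SE 0.31) and SVZ (0.18, SE 0.20) were smaller than their SEs. Top2a (rn6, chromosome 10 from 86901007 to 86932154) fell from 2.94 to 4.12 CPM in saline samples to 0.945 to 1.30 CPM in METH samples of the CA, with every METH sample below every saline sample, a log2 fold change of -1.67 (SE 0.20). DESeq2 and edgeR's likelihood ratio test both called this change, with an adjusted p of 2.27e-05 from DESeq2 and of 2.77e-06 from edgeR's likelihood ratio test, and over all alternatives set in advance its adjusted p ranged up to 1. In the NAc the log2 fold change of Top2a was also -1.67 (SE 0.41, FDR 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the DG (-0.04, SE 0.61) and SVZ (0.39, SE 1.40) no difference could be seen, and the SVZ value turned to -1.85 without SVZ METH 1, which had 52.2 CPM.

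**Figure D2:**
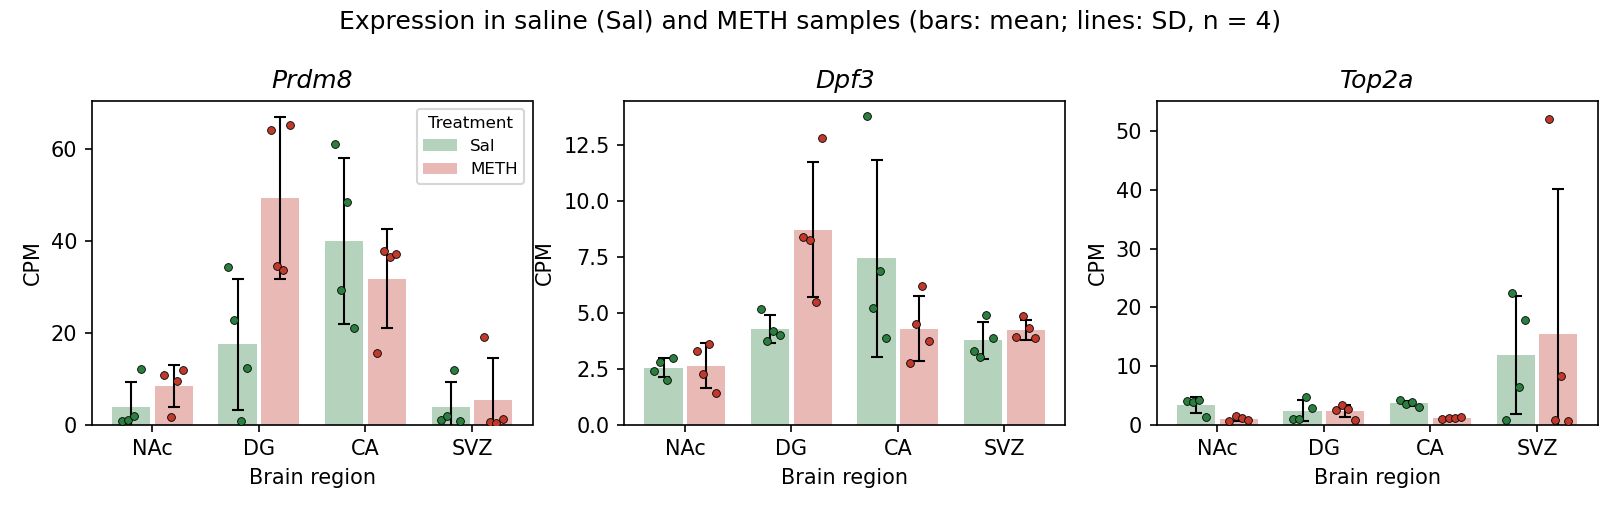
Expression of Prdm8, Dpf3 and Top2a in CPM (vertical axis, from 0) by brain region (horizontal axis) in saline (green) and METH (red) samples. Bars are means, lines are SDs (n = 4) and points are samples. In the CA, METH samples of Top2a lie at 1.30 CPM and below, and saline samples at 2.94 CPM and above.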

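Prdm8 (rn6, chromosome 14 from 13054771 to 13058172) was at 3.92 ± 5.51 CPM in saline and 8.43 ± 4.65 CPM in METH samples of the NAc, and at 17.5 ± 14.3 CPM and 49.5 ± 17.7 CPM in the DG (SD, n = 4). The log2 fold changes were 1.11 (SE 0.92, FDR 0.999) and 1.53 (SE 0.77, FDR 0.455), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NAc Sal 4 had 12.1 CPM of Prdm8, more than any NAc METH sample, and the other NAc Sal samples had at most 1.91 CPM. Without NAc Sal 4 the NAc log2 fold change was 2.88. With the sequencing run as a covariate, a fit chosen after the data were seen that compares only NAc Sal 3 and 4 with METH 1 and 2 within a run, the NAc value was -0.19 (SE 0.99).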

We further checked the expression changes of these Epi-Modifiers across the four brain regions and found that many of these Epi-Modifier genes showed changes in expression. The *Hdac5* gene, which is responsible for the deacetylation of lysine residues on the N-terminal part of the core histones, showed an opposite regulation pattern between the DG and CA (Supplementary Fig. 2f)^18^. 

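Hdac5 (rn6, chromosome 10 from 90140183 to 90151042) was at 135 ± 17.7 CPM in saline and 105 ± 15.0 CPM in METH samples of the DG, and at 98.5 ± 16.7 CPM and 149 ± 6.85 CPM in the CA (SD, n = 4). The log2 fold change was -0.34 (SE 0.14, FDR 0.353) in the DG and 0.60 (SE 0.12, FDR 0.525) in the CA, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every METH sample of the CA lay above every saline sample of the CA. The difference of the METH effect between the regions was -0.95 on the log2 scale (SE 0.18, FDR 0.126 from the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called the rise in the CA, with an adjusted p of 0.00917, and over the alternatives set in advance its adjusted p ran from 0.00917 to 0.937.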

The significant differential expression of Epi-Modifiers in response to binge METH could also result in epigenetic changes.

### METH exposure induced region-specific epigenetic changes in the rat brain

To further explore how METH stimulus remodels the epigenetic landscape in the rat brain, we carefully examined the alteration of chromatin accessibility in all four brain regions. In total, we identified 25,598 significant differential accessible regions (DARs) in the four rat brain regions responding to METH binge; of these, 10,711 genomic loci became more accessible, and 17,816 regions became less accessible (Fig. 3a, Table 1, Supplementary Fig. 3a and Supplementary Data 6). Similar to the case for the transcriptomic changes, the DG suffered the most significant changes in chromatin accessibility among all four regions. The 12,265 regions in the DG lost chromatin accessibility after binge METH, suggesting that the DG region was the primary effect target of METH among the four regions we examined (Fig. 3a and Table 1). We further checked the expression of genes around METH exposure-induced DARs and found the genes around more accessibility DARs were generally upregulated in responding to METH exposure (Fig. 3b and Supplementary Fig. 3b, wilcox.test, *p* value < 0.05). Among DARs responding (becoming more or less accessible) to METH exposure, 89% of DARs were only identified in a single brain region, suggesting a solid region-specific epigenetic reaction to METH stimulus in the four brain regions (Fig. 3c). The GO enrichment of genes around DARs indicated distinct molecular biological processes in the four brain regions (Supplementary Fig. 3c and Supplementary Data 7). In the NAc and DG, METH exposure induced lower accessibility of genomic regions around genes enriched in neurological functions, including synaptic plasticity, neurotransmitter transport, learning, and memory.

**Fig. 3:**
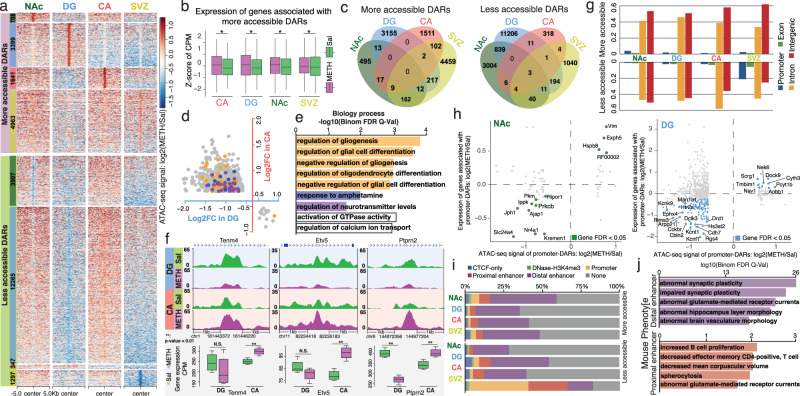
Differentially accessible regions in 4 brain regions induced by binge METH exposure. **a** More and less accessible DARs identified in 4 brain regions in response to binge METH stimulus. Each dot represents a 200 bp window with log2 ratio of ATAC-seq signals by METH-exposed vs. Sal samples. **b** Expression of genes associated with more accessible DARs induced by METH exposure. *: wilcox.test, *p* value < 0.05; *n* = 4 saline and 4 METH exposure samples in different brain regions. **c** The number of shared more and less accessible DARs across 4 rat brain regions. Eighty-nine percent of DARs were identified only in a single brain region. A small number of DARs were identified in multiple regions. **d** The DARs show opposite accessibility changes in the DG and CA in response to binge METH stimulus. A total of 764 more accessible DARs in the CA were identified as less accessible DARs in the DG, and another 16 less accessible DARs in the CA showed more accessibility in the DG. Each dot represents one DAR. The DARs shown in orange, blue and purple color match the corresponding enriched biological process terms in (**d**). **e** GO enrichment analysis of DARs with opposite accessibility changes in the DG and CA. The genes around those DARs were significantly enriched in gliogenesis and glial cell differentiation (orange), response to amphetamine (blue) and regulation of neurotransmitter levels (purple). **f** Three examples of DARs with opposite changes in accessibility in the DG and CA (**: *p* value < 0.01 calculated by edgeR; N.S., not significant *P* value > 0.05; *n* = 4 saline and 4 METH exposure samples). Those DARs were in the introns of three genes with the same expression changes in the DG and CA. **g** Genomic distribution of more and less accessible DARs in the rat genome (rn6). More than 90% of DARs were in introns and intergenic regions of the rat genome. **h** The relationship between the expression of genes associated with promoter DARs induced by METH exposure and DARs ATAC-seq signal changes in NAc and DG. **i** Distribution of rat–mouse ortholog DARs in cis-regulatory elements of the mouse genome (mm10), including CTCF-only, DNase-H3K4me3, promoter, proximal enhancer and distal enhancer. Approximately 30% of rat–mouse orthologous DARs showed enhancer function, including proximal enhancers and distal enhancers. Rat–mouse ortholog DARs: orthologous regions of rat brain DARs in the mouse genome (mm10). **j** Enriched phenotypes of rat–mouse ortholog DARs annotated with distal enhancers and proximal enhancers in the mouse. The boxplots show the median, upper and lower quartiles, maximums, and minimums.

Interestingly, the regulatory elements that gained chromatin accessibility in all four brain areas were highly enriched in nonneuronal functions. In the DG area, epigenetic changes under the METH stimulus were enriched in axon ensheathment, myelination, and oligodendrocyte and glial cell development. In the SVZ area, OCRs around immune-related genes were more open under the METH stimulus and enriched in myeloid leukocyte differentiation and endothelial cell chemotaxis (Supplementary Fig. 3b). Such evidence suggests a potential influence on glial cells after binge METH.

Similar to the oppositely-regulated DEGs between the DG and CA (Fig. 2d), such opposite regulation was also observed at the epigenetic level after the METH stimulus. Compared to two more accessible DARs and 15 less accessible DARs that were commonly shared between the DG and CA, 47% of more accessible DARs in the CA (764) were identified as less accessible DARs in the DG responding to the METH stimulus, and another 16 of less accessible DARs in the CA showed more accessibility in the DG (Fig. 3d and Supplementary Fig. 3e, f). The genes around those DARs with opposite changes in chromatin accessibility between the DG and CA were significantly enriched in gliogenesis and glial cell differentiation, response to amphetamine, and regulation of neurotransmitter levels (Fig. 3e and Supplementary Fig. 3g). 

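Tenm4, on chromosome 1 of rn6 from 161401527 to 161880923, was at 245 ± 57.3 CPM in saline and 201 ± 91.2 CPM in METH samples of the DG, and at 266 ± 53.3 CPM and 318 ± 76.6 CPM in the CA (SD, n = 4). The log2 fold changes of -0.27 (SE 0.32, FDR 0.806) in the DG and 0.26 (SE 0.20, FDR 0.776) in the CA were of about the size of their SEs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction was -0.54 on the log2 scale (SE 0.40, FDR 0.564 from the same test).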

We identified an enhancer located in the intron of *Tenm4*, a gene that is associated with the establishment of proper connectivity within the nervous system^63^, that exhibited significantly reduced chromatin accessibility in the DG after binge METH (Fig. 3f) and increased chromatin accessibility in the CA area, accompanied by matched gene expression changes in these two subareas of the hippocampus (Fig. 3f). Similar epigenetic changes could also be observed in the intron regions of *Etv5* and *Ptprn2* (Fig. 3f), genes that could be essential for neuronal differentiation and required for normal accumulation of neurotransmitters in the brain^64,65^.

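For Etv5 (rn6, chromosome 11 from 82194657 to 82252139) the log2 fold change of expression was -0.18 (SE 0.23, FDR 0.831) in the DG and 0.27 (SE 0.25, FDR 0.807) in the CA, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The DG value turned to 0.02 with the RNA integrity number as a covariate. For Ptprn2 (rn6, chromosome 6 from 144384773 to 145133042) it was -0.60 (SE 0.12, FDR 0.164) in the DG, from 398 ± 58.2 to 259 ± 26.2 CPM (SD, n = 4), and 0.19 (SE 0.18, FDR 0.817) in the CA, from the same test. Over the alternatives set in advance, the CA values ran from 0.06 to 0.53 for Etv5 and from 0.02 to 0.28 for Ptprn2. CA Sal 1 had 232 CPM of Ptprn2, against 376 to 442 CPM in the other CA Sal samples. Every METH sample of the DG lay below every saline sample in Ptprn2. DESeq2 and the fit with 4 RUVr factors as covariates called this fall. The difference between the regions was -0.46 (SE 0.36, FDR 0.597) for Etv5 and -0.80 (SE 0.24, FDR 0.154) for Ptprn2, from the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.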

Approximately 90% of DARs associated with METH exposure were located in intragenic or intergenic regions, except for the less accessible DARs in SVZ, suggesting that the distal regulatory elements, such as enhancers, were the primary targets that were affected by the METH stimulus (Fig. 3g, Supplementary Fig. 3h and Supplementary Data). About 5% DARs still located on the gene’s promoter regions, we found the expression of a subset of genes can positively correlate to the changed chromatin accessibility of promoter regions (Fig. 3h, Supplementary Fig. 3i). To further explore the potential functions of DARs responding to METH exposure, we first identified the orthologous regions of DARs in the mouse genome. We then checked their regulatory potential using cis-regulatory element annotation in the mouse genome from ENCODE (CTCF-only, DNase-H3K4me3, promoter, proximal enhancer, and distal enhancer)^66^. On average, nearly 40% of the mouse orthologous regions of DARs responding to binge METH stimulus are explicitly annotated as different types of cis-regulator elements in the mouse genome, and ~30% of them were annotated to have either proximal or distal enhancer function (Fig. 3i, Supplementary Fig. 3j and Supplementary Data 8), interestingly, genes associated with those two different types of enhancer DARs were enriched in distinct mouse phenotypes: genes associated with the distal enhancers were enriched in abnormal synaptic plasticity phenotypes, and genes associated with the proximal enhancers were mainly related to immunological phenotypes (Fig. 3j and Supplementary Data 9).

To better understand the potential biological functions of DARs responding to METH exposure, we further explored the evolutionary conservation of DARs in the human and mouse genomes. Genome-wide alignment identified that the majority of the chromatin accessible regions in the rat brain were highly conserved and had orthologous counterparts in the mouse genome (90%) and the human genome (65%), in contrast to the relatively low conservation at the genome level (70% conservation between rat and mouse genomes, 30% conservation between rat and human genomes) (Fig. 4a, Supplementary Fig. 4a-e and Supplementary Data 10). We found that ~70% of DARs associated with METH stimulus were conserved across all three species (rat–mouse–human DARs); 24% of DARs were rodent-specific (rat–mouse DARs), and less than 10% of DARs were rat-specific (rat-only DARs) (Fig. 4b). Furthermore, genes near (within 20 kb) the DARs with specific conservation statuses were enriched in specific biological process terms (Fig. 4c and Supplementary Fig. 4b, c): genes associated with the most conserved type (rat–mouse–human DARs) were highly enriched in brain function and neurological process. The genes related to rodent-specific DARs were enriched in housekeeping functions, such as protein modification, DNA damage response, and protein nuclear transportation. However, the genes associated with rat-specific DARs were more enriched in immune-related biological processes (Fig. 4c).

**Fig. 4:**
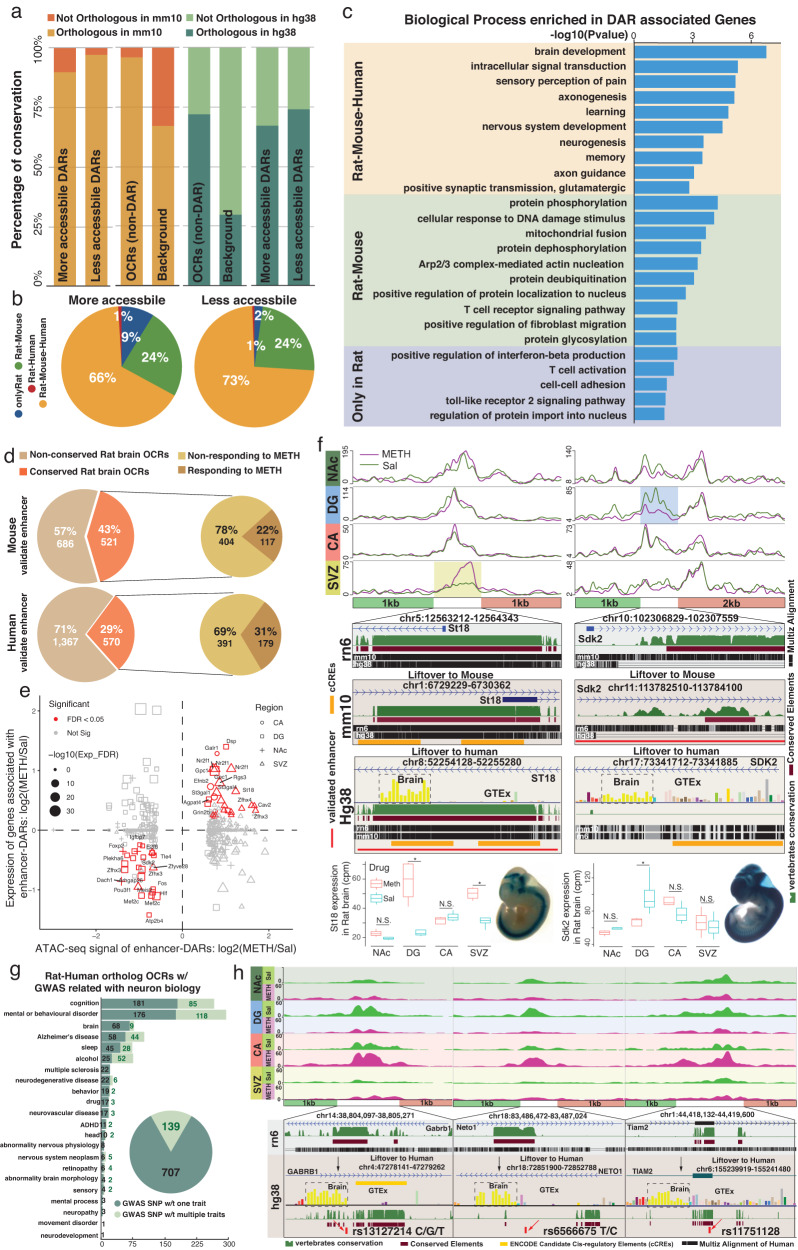
Evolutionary conservation of rat brain DARs induced by binge METH stimulus. **a** Percentages of DARs, open chromatin regions (OCRs) and background regions with orthologous counterparts in mouse and human genomes (mm10 and hg38). **b** Percentages of more and less accessible DARs with orthologs in the rat, mouse, and human genomes. Approximately 70% of DARs were conserved across the three species (rat–mouse–human DARs); 24% of DARs were rodent-specific (rat–mouse DARs), and <10% of DARs were rat-specific (rat-only DARs). **c** Biological process terms enriched in genes around (within 20 kb) DARs of three different conservation statuses: rat–mouse–human DARs, rat–mouse DARs and rat-only DARs. **d** Percentages of mouse and human-validated enhancers with ortholog sequences to OCRs in the rat brain. **e** Expression of genes associated with METH exposure-induced enhancer DARs in 4 brain regions. **f** METH exposure-induced enhancer DARs in SVZ (left) and DG (right) regions were associated with the expression changes of target genes St18 and Sdk2 (*: *p* value < 0.01, *n* = 4 saline and 4 METH exposure samples). Both enhancer DARs conserved to functionally validated orthologous in human and mouse genome. The boxplots show the median, upper and lower quartiles, maximums, and minimums. **g** Number of variants associated with neurologic phenotypes in genome-wide association studies (GWAS SNPs) that intersected with rat–human ortholog OCRs. **h** Three examples of rat–human ortholog DARs containing GWAS SNPs associated with neuron biology.

Since most DARs associated with the METH stimulus were far from gene promoters (Fig. 3g), we further explored the potential enhancer function of all DARs responding to binge METH exposure. Comparison with experimentally validated enhancers in mouse and human genomes^67^ indicated that 521 mouse enhancers and 570 human enhancers had orthologous sequences with rat chromatin accessible regions (Fig. 4d, Supplementary Fig. 4f, and Supplementary Data 11). Among them, 117 mouse enhancers and 179 human enhancers were evolutional conserved with DARs associated with METH stimulus (enhancer-DARs) (Fig. 4d). Although enhancers were believed to regulate target gene expression, we only found a subset of these enhancer-DARs were positively correlated with expression changes of nearby genes under METH exposure (Fig. 4e). 

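Expression of St18 (rn6, chromosome 5 from 12437525 to 12563429) in the SVZ was 31.7 ± 15.8 CPM in saline and 50.1 ± 19.8 CPM in METH samples (SD, n = 4). The log2 fold change was 0.67 (SE 0.41, FDR 0.979 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference within the spread of the replicates.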

A rat–human ortholog DAR in the promoter of the *St18* gene (rn6, chr5:12563212-12564343) was more accessible in the SVZ after METH stimulus (Fig. 4f). In the human genome, this highly conserved ortholog region (hg38, chr8:52254128-52255280) contained one validated human enhancer (hg38, chr8:52254170-52255276), which was activated in the forebrain, midbrain, and hindbrain of transgenic mice at embryonic Day 11.5 (Fig. 4f) and the human *ST18* gene is highly expressed in brain regions. 

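Expression of Sdk2, which spans 102303028 to 102576878 on chromosome 10 of rn6, was 102 ± 42.4 CPM in saline and 65.1 ± 16.9 CPM in METH samples of the DG (SD, n = 4). It fell by 0.64 on the log2 scale (SE 0.31, FDR 0.436 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives set in advance the log2 fold change ran from -0.83 to -0.37. DG Sal 1 had 158 CPM, against 58.8 to 109 CPM in the other DG Sal samples.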

Another DAR (rn6, chr10:102306829-102307559) was located in the intron of *Sdk2*, this site became more accessible in the DG after METH stimulus (Fig. 4f). The mouse ortholog region of this DAR was located in the center of one validated enhancer (mm10: chr11:113783367-113787793) that was activated in the forebrain, midbrain, and hindbrain of transgenic mice at embryonic day 11.5 (Fig. 4f).

Previous studies showed that disease-associated genetic variants were enriched in regulatory elements^68–70^. We next studied the enrichment of phenotype-associated variants from genome-wide association studies (GWAS) of diverse traits and disorders collected by GWAS Catalog^71^ in the conserved ortholog regulatory regions in the rat brain. In total, 846 SNPs associated with different neurological functions and disorders were located in 814 human–rat ortholog regions that were accessible chromatin regions in the rat brain (Fig. 4g, h, Supplementary Fig. 4g, h and Supplementary Data 12). A total of 707 SNPs were only associated with a single trait, and the remaining 139 SNPs were associated with multiple traits significantly enriched in cognition and mental/behavioral disorders. The SNP rs13127214 was associated with the unipolar depression field and was mapped to *GABRB1*, a gene related to inhibitory synaptic transmission in the vertebrate brain^72^. SNP rs13127214, located in the human–rat conserved region (rn6, chr14:38,804,097-38,805,271), became less open in the DG but more open in the CA and SVZ after METH stimulus (Fig. 4h). We also found that the intronic SNP rs6566675 in *NETO1*, which plays critical roles in spatial learning and memory^73,74^, is located in the DAR chr18:83,486,472-83,487,024, which is less open in the NAc and DG but more opened in the CA after METH stimulus (Fig. 4h). The DAR chr1:44,418,132-44,419,600, less open in the NAc and DG but more open in the CA, overlapped with the exon of the *Tiam2* gene (Fig. 4h). After alignment to the human genome, an orthologous region (chr6:155,239,919-155,241,480) was located within the *TIAM2* gene, which is highly expressed in the human brain and may play a role in the neural cell development^75,76^. This conserved regulatory region contained a GWAS SNP (rs11751128) associated with human intelligence^73^.

### METH exposure induced a distinct gene regulatory network in the rat brain

To further explore the molecular regulation underlying the DAR responses to binge METH stimulus, we performed transcription factor binding motif enrichment analysis for more and less accessible DARs in four rat brain regions. The binding motifs of many neuronal function-related TFs, including *Sox*, *Egr*, and *NeuronD1*, were highly enriched in the DARs associated with METH stimulus (Fig. 5a, Supplementary Fig. 5a-c and Supplementary Data 13, 14). In SVZ regions, we noticed *Nrf* motif was highly enriched in the more accessible DARs induced by METH exposure. The protein–protein interaction (PPI) network of genes around these DARs was associated with histone modification (Fig. 5b), including the major components of the polycomb group complex 1, such as *Suz12*, *Ehmt2*, and Bmi1. Such results suggested the remodeling of histone repressive methylation might be corporate with chromatin accessibility changes after METH exposure.

**Fig. 5:**
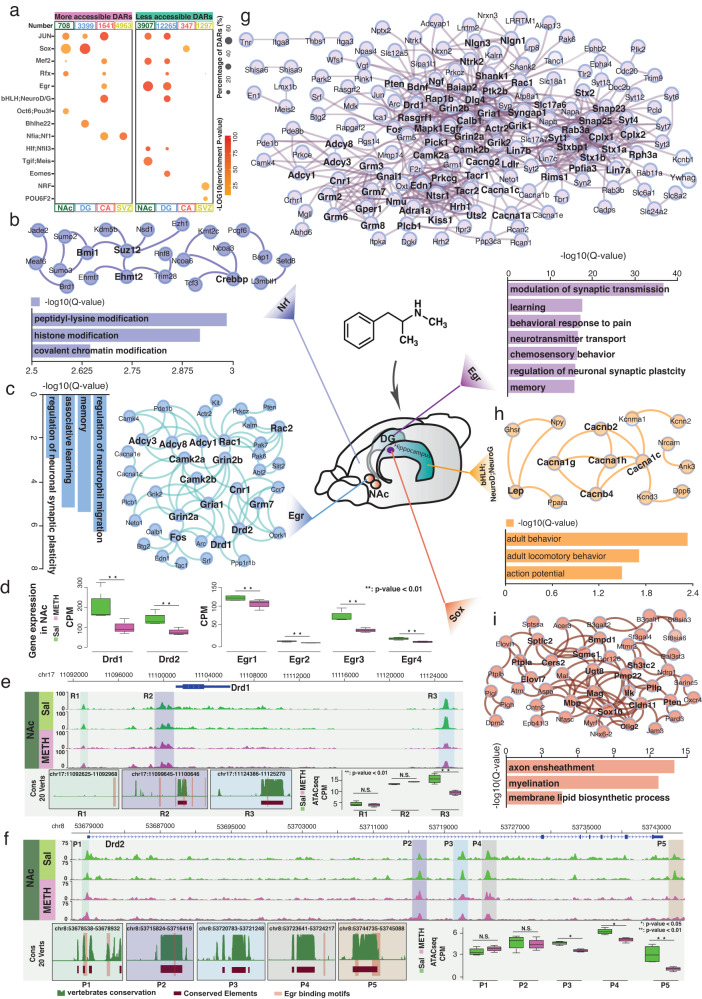
Distinct gene regulatory networks in 4 rat brain regions responding to binge METH exposure. **a** Transcription factors binding motifs enriched in more and less accessible DARs of 4 rat brain regions in response to binge METH exposure. The size of the circle represents the percentage of DARs containing TFs binding motifs. The color scale represents the enrichment *p* value. **b** Enriched biological process terms of DARs with Nrf binding motifs in the SVZ and the gene regulatory network built by DAR-associated genes. **c** Enriched biological process terms of DARs with Egr binding motifs in the NAc and the gene regulatory network built by DAR-associated genes. **d** Gene expression of *Drd1/2* and *Egr* family genes in the NAc in response to METH exposure (**: *p* value < 0.01, *n* = 4 saline and 4 METH exposure samples). The OCRs around *Drd1* (**e**) and *Drd2* (**f**) in the NAc with the following analysis results: 20-vertebrate conservation of OCR, *Egr* binding motifs in OCR and open chromatin signals of OCR in METH exposed and Sal samples (**: *p* value < 0.01, N.S., not significant *P* value > 0.05, *n* = 4 saline and 4 METH exposure samples). The boxplots show the median, upper and lower quartiles, maximums, and minimums. Enriched biological process terms and gene regulatory networks for DARs with *Egr* binding motifs in the DG (**g**), DARs with bHLH/NeuroD/NeuroG binding motifs in CA (**h**), and DARs with *Sox* binding motifs in the DG (**i**).

We found 2434 (62.3%) less-accessible DARs in the NAc containing *Egr* binding sites, and genes around these *Egr* binding DARs were significantly enriched in neurological biology terms, such as memory, learning, and synaptic plasticity (Fig. 5c and Supplementary Fig. 5b). We built a PPI network for the genes in these enriched biological process terms in the NAc (Fig. 5c and Supplementary Data 15). In the PPI network, *Rac1, Rac2*, *Drd1*, *Drd2*, *Camk2a, Camk2b*, *Gria1*, *Grin2a*, and *Fos* were found to be highly connected to other *Egr* targets, suggesting that *Egr* might regulate these network hubs in response to binge METH stimuli in the NAc region. *Rac1* is well known to be associated with cocaine addictive behavior^77,78^, and *Camk2a* is considered to be involved in the loss of control of ethanol consumption and cocaine dependence^79,80^. *Gria1*, *Grin2a*, and *Fos* are highly implicated in drug addiction behavior and synaptic plasticity^81–84^.

We specifically focused on the *Drd1* and *Drd2* genes, which are critical dopamine receptors in the NAc region and play central roles in responding to addictive behaviors for most drugs^85^. 

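In the NAc, Drd1 was at 213 ± 132 CPM in saline and 161 ± 104 CPM in METH samples, and Drd2 (rn6, chromosome 8 from 53678777 to 53743642) at 168 ± 137 CPM and 98.4 ± 58.0 CPM (SD, n = 4). The log2 fold change of Drd2 was -0.73 (SE 0.72), of Egr1 -0.24 (SE 0.52), of Egr3 -0.75 (SE 0.58) and of Egr4 -0.44 (SE 0.54), each with an FDR of 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without NAc Sal 1 the log2 fold change was 0.08 for Drd1, -0.06 for Drd2, 0.35 for Egr1, -0.12 for Egr2, -0.38 for Egr3 and -0.03 for Egr4, so most of these falls rest on 1 library, which had 363 CPM of Drd2 against 63.0 to 165 CPM in the other NAc Sal samples. Without NAc METH 3 it was 0.03 for Drd1, -0.37 for Drd2, 0.02 for Egr1, -0.39 for Egr3 and -0.10 for Egr4. Other alternatives set in advance gave larger falls. The lowest values were -1.85 for Drd1, -2.00 for Drd2, -0.98 for Egr1, -2.10 for Egr2, -1.82 for Egr3 and -1.36 for Egr4. The sequencing run as a covariate was chosen after the data were seen, and leaves Sal 3 and 4 against METH 1 and 2, the samples of the only NAc run with both treatments. The log2 fold changes were then 0.20 (SE 1.29) for Drd1, 0.18 (SE 1.06) for Drd2, 0.41 (SE 0.78) for Egr1, 0.07 (SE 0.96) for Egr2, -0.21 (SE 0.89) for Egr3 and 0.05 (SE 0.83) for Egr4, all smaller than their SEs.
Over the 8 NAc samples, the 8 correlations of Drd1 and Drd2 with Egr1 to Egr4 were computed in CPM with exact permutation tests (2-sided) and Benjamini-Hochberg adjustment over the 8. Drd1 had Pearson r = 0.96 with Egr3 (exact permutation p = 0.000521, adjusted 0.00407) and Spearman rho = 0.90 (p = 0.00456, adjusted 0.0365). With Egr4 it had r = 0.96 (exact permutation p = 0.00191, adjusted 0.00509) and rho = 0.67 (p = 0.0831, adjusted 0.166), with Egr1 r = 0.87 (p = 0.00632, adjusted 0.00999) and rho = 0.69 (p = 0.0694, adjusted 0.166), and with Egr2 r = 0.83 (p = 0.00749, adjusted 0.00999) and rho = 0.57 (p = 0.151, adjusted 0.228). Drd2 had r = 0.96 with Egr3 (exact permutation p = 0.00102, adjusted 0.00407) and rho = 0.76 (p = 0.0368, adjusted 0.147). With Egr4 it had r = 0.92 (exact permutation p = 0.00521, adjusted 0.00999) and rho = 0.50 (p = 0.216, adjusted 0.247), with Egr2 r = 0.92 (p = 0.0184, adjusted 0.0184) and rho = 0.45 (p = 0.267, adjusted 0.267), and with Egr1 r = 0.87 (p = 0.0146, adjusted 0.0167) and rho = 0.55 (p = 0.171, adjusted 0.228). Without the 2 samples farthest from the median (NAc Sal 1 and NAc METH 3), r of Drd1 was 0.73 with Egr3, 0.74 with Egr4, 0.47 with Egr1 and 0.18 with Egr2, and r of Drd2 was 0.70, 0.31, 0.14 and -0.21 with Egr3, Egr4, Egr1 and Egr2. The relations of Drd2 with Egr1, Egr2 and Egr4 and of Drd1 with Egr1 and Egr2 thus rest on these 2 samples. As deviations from the mean of each treatment, r lay between 0.82 and 0.99. The NAc libraries came from 3 sequencing runs with 2, 2 and 4 libraries. No correlation was computed within a run or on deviations from run means, so an effect of the run stays open.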

After the METH stimulus, we noticed that the downregulation of *Drd1* and *Drd2* was highly correlated with reduced expression of the *Egr* family (Fig. 5d and Supplementary Fig. 5d). Three open chromatin regions around *Drd1*, including the promoter and potential enhancer regions, all contain *Egr* binding sites (Fig. 5e). We found that the 3′ downstream enhancer OCR (R3) lost open chromatin signals significantly after METH stimulus. The *EGR* binding motif in this METH exposure-associated OCR was conserved between humans and rats (Fig. 5e). Similarly, three (P3, P4, and P5) of five OCRs around the *Drd2* gene significantly lost open chromatin signals after the binge METH stimulus. All five OCRs contained conserved elements between the human and rat genomes and harbored *Egr* binding motifs (Fig. 5f). Such results suggested that *Egr* might regulate *Drd1* and *Drd2* with a similar mechanism in both rat and human brains.

In the DG region, 5088 DARs were found to contain the *Egr* binding motif, which accounted for 41.5% of the total open chromatin regions that lost open chromatin signals after the METH stimulus (Fig. 5a, Supplementary Fig. 5a and Supplementary Data 14). Genes around these less opened DARs were highly enriched in synaptic transmission, learning, and behavioral response to pain (Fig. 5g, Supplementary Fig. 5b, e, and Supplementary Data 15). In the PPI network of these *Egr* targets in the DG region, the top key nodes tightly associated with distinct psychiatric disorders and addictive behaviors in previous studies included *Syt1*, *Stx1a*, *Dlg4*, *Cplx1*, *Gria1*, *Snap25*, *Rab3a*, and *Bdnf*^81,86–91^. Our results suggested that these essential genes could all be regulated by the *Egr* family and emphasize the importance of *Egr* in the rat DG region in response to METH stimulus.

In the CA regions, 648 DARs were found to contain the *NeuronD1(bHLH)* binding motif, which accounted for 39.5% of the total open chromatin regions that gain open chromatin signals after the METH stimulus (Fig. 5a, Supplementary Fig. 5a and Supplementary Data 14). These *NeuronD1(bHLH)* enriched METH exposure-induced DARs located around the genes associated with action and locomotory behaviors, such as Calcium Voltage-Gated Channel Subunit Alpha1family members, including *Cacna1c*, *Cacna1g*, *Cacna1h*, and other channel auxiliary subunits, *Cacnb2* and *Cacnb4* (Fig. 5h). Many of these genes were found to associate with neurodevelopmental disorders, autism spectrum disorders, psychiatric disorders, seizures, epilepsy, and episodic ataxia^92–98^.

Meanwhile, we found that the Sox binding motif was highly enriched in the METH exposure-induced more-open DARs in both the NAc and DG regions (Fig. 5a). A total of 62.4% of NAc more-open DARs (442) and 70% of DG more-open DARs (2,380) contained *Sox* binding motifs (Supplementary Fig. 5a and Supplementary Data 14). The genes around these *Sox* binding DARs in the DG region were highly enriched in axon ensheathment, myelination, and membrane lipid biosynthetic processes (Fig. 5i, Supplementary Fig. 5b, f, and Supplementary Data 15). PPI network analysis suggested that *Mbp*, *Sox10*, *Mag*, *Cldn11*, *Ugt8*, *Pmp22*, and *Cers2* were the top connected nodes with critical regulatory roles in myelination and lipid metabolism and ensheathment in the oligodendrocytes^99–102^.

## Discussion

Methamphetamine (METH) is a stimulant amphetamine drug that is extremely addictive, with 61% of individuals treated for METH use disorder relapsing within 1 year^15–17^. Recently, developed animal models, especially rodent models, helped us better understand the molecular consequences of substance misuse^1,22,31^. Although previous studies illustrated that METH exposure could cause dramatic epigenetic changes in the NAc and frontal cortex^1,3,31,37,103^, there is still a lack of a clear description of the molecular changes in different brain regions under exposure to neurotoxic METH doses.

Here, we explored the METH-induced epigenetic and transcriptomic changes in four areas of rat brains, namely the NAc, DG, CA, and SVZ. This work represents the most comprehensive dataset to date of METH-induced transcriptome and chromatin accessibility from multiple rat brain regions. In our study, genome-wide epigenetic alterations and dynamic gene expression changes induced by acute binge METH exposure were found in all four brain regions, indicating the strong molecular response in the whole brain to the neurotoxic METH exposure. More importantly, the molecular changes induced by METH were rarely shared among different areas, suggesting that different brain regions respond to METH exposure in a highly region-specific fashion. For example, approximately one thousand genes underwent expression changes in response to METH exposure in the DG and SVZ regions, while approximately three hundred genes underwent expression changes in the NAc and CA regions (Fig. 2a). Moreover, unlike the region-specific DEGs, the expression changes of METH exposure-induced DEGs were  not well correlated to the chromatin accessibility change on the promoter region. Recent studies^24,104,105^ suggested that many genes can be regulated independently from the changes in chromatin accessibility. All these results suggested more complex regulatory mechanisms existed besides epigenetic remodeling, like pause-release^106^, enhancer RNA regulation^107^, miRNA interference^108^, mRNA stability^109^, etc. Meanwhile, a relatively stable epigenetic landscape on gene promoter might work as epigenetic memory and could be a feasible way to allow gene expression back to normal after being rapidly regulated by other mechanisms under METH exposure. We also noticed substantial expression alterations in many genes associated with histone modification and chromatin remodeling after METH exposure in all four brain regions (Fig. 2f, g). This finding provides evidence that complicated epigenetic remodeling events at different levels can be induced by METH exposure, as previous studies have reported^1,3,18,23,31,37,110^.

Previous studies suggested METH has different toxic effects in these four brain regions examined in this study, and the CA was the most affected while the other three regions were much less affected by measuring the neurogenesis and neuroplasticity markers^54,111–113^. However, we noticed a more significant molecular response to toxic METH exposure in neurogenic SVZ and DG regions, when compared to non-neurogenic CA and NAc regions. Moreover, we also noticed that two subregions of the hippocampus, CA and DG, showed the opposite responses to METH exposure at both the transcriptomic (Fig. 2d) and epigenetic (Fig. 3d) levels. These oppositely regulated genes were highly associated with responses to different substances in the brain, memory, neuron, and glial cell differentiation (Fig. 2e, Fig. 3e). The opposite response between the CA and DG might be associated with the specific biological functionality and neuron maturity of the two subregions. As a part of the hippocampal formation in the temporal lobe of the brain, the DG is generally believed to contribute to the formation of new synapse connections and episodic memories^57,114–116^. The CA region of the hippocampus plays an important role in long-term memory^57,58^. Thus, even short-term METH stimulation might create new synaptic connections in the DG region, affecting the long-term memory in the CA region. Moreover, in the DG region, we noticed that the open chromatin regions (OCRs) around genes associated with glial cell differentiation were less open after METH exposure (Fig. 3e), and the same OCRs became more open in the CA. This result suggested that the glial cells in the hippocampus might be more active and vulnerable to METH exposure. Moreover, we noticed the expression of genes response to cytokine were upregulated in the CA, suggesting that the CA might have specific stress recovery mechanisms from METH exposure, since the inflammation could be a protective response preparing the tissue for repair and healing after neurotoxic damage.

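The 11 genes that Supplementary Data 5 lists under response to cytokine were all higher in METH samples of the CA, with log2 fold changes from 0.51 to 1.35 (median 0.71). Of them, 7 had an unadjusted p under 0.05 and 0 had an FDR under 0.01. The lowest FDR was 0.482 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were selected by the study on the same samples and are not independent evidence.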

We also performed a comparative genome analysis to understand the potential function of DARs identified in different brain regions. Over 70% of DARs associated with METH exposure were conserved between humans and rats. The genes around these DARs were highly enriched in fundamental functions of the brain, such as brain development, neurogenesis, learning, and memory (Fig. 4a, c). In contrast, genes around rodent- and rat-specific DARs were more often associated with protein modification and immune response; such results emphasize the unique species-specific characteristics of the rat model in addiction research. We also noticed many known SNPs associated with neuronal biology and disease located in the conserved human ortholog counterparts of DARs responding to METH exposure in the rat brain (Fig. 4g, h). Most importantly, we found that more than 300 orthologous of these DARs had the validated brain-specific activation (Fig. 4d, e, f). Thus, we firmly believe that the conserved human orthologs of DARs identified in this study are highly likely to play essential roles in METH-induced toxicity in the human brain.

We also constructed regional-specific regulatory networks in response to METH exposure in the rat brain (Fig. 5b, c, g, h, i). By using a genomic DNA context-based approach, we were able to connect crucial upstream TFs regulators to their downstream target genes and eventually better understand the molecular response to METH exposure at an upstream regulatory level. For example, both *Drd1* and *Drd2* are critical players in the reward pathway directly associated with addiction to multiple substances, including METH^85^. Meanwhile, the *Egr* family is broadly affected by METH exposure^110,117–119^. Our results provide information regarding the changes in *Drd1/2* expression in response to METH exposure in the rat NAc region through the *Egr* family. Meanwhile, certain evidence indicates that METH exposure greatly affects the biological functions of glial cells^120–122^. In both the NAc and DG regions, our results indicated that *Sox* binding sites were highly enriched in the DARs associated with genes that regulate myelination and ensheathment, suggesting that *Sox* family members could be upstream regulators in glial cells responding to METH exposure.

There are still certain limitations in our study. First, this study only included male rats, thus the identified transcriptomic and epigenetic changes in responding to binge METH exposure might differ in female animals. Second, although the ATAC-seq method we used in this study supplied a high-resolution open chromatin landscape under METH exposure, we still lack an understanding of other epigenetic changes in responding to binge METH exposure, such as DNA methylation and different histone modifications. Finally, as the most comprehensive study so far, there were still only four important brain regions included in the current study, and more research should be performed to cover other important brain regions in responding to addictive substances.

In general, our study emphasized the importance of applying multi-omics approaches in addiction research, and our results can serve as the basis for further studies.

## Methods

### Animals

Adult male Sprague–Dawley rats (Harlan, Indianapolis, IN, USA) (weighing 250–300 g on arrival) were pair-housed under a 12 h light/dark cycle in a temperature-controlled (20–22 °C) and humidity-controlled room. Food and water were available ad libitum. The animals were allowed to acclimatize for 1 week before the start of the study. All animal procedures were conducted between 7:00 A.M. and 7:00 P.M. in strict accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee (IACUC) at Wayne State University. The description of animal procedures meets the ARRIVE recommended guidelines described by The National Centre for the Replacement, Refinement and Reduction of Animals in Research^123^.

### Methamphetamine administration

( + )-Methamphetamine hydrochloride (METH, 10 mg/kg free base) (Sigma-Aldrich, St. Louis, MO) or saline (1 mL/kg) was administered to the rats every 2 h in four successive intraperitoneal (i.p.) injections, as previous studies^124–126^. To measure hyperthermia, the core body temperatures of the rats were measured with a rectal probe digital thermometer (Thermalert TH-8; Physitemp Instruments, Clifton, NJ) before the beginning of the treatment (baseline temperatures) and at 1 h after each METH or saline injection. All METH-treated rats in this study reached 39 °C indicating neurotoxicity (Supplementary Fig. 6a). Rats were sacrificed by decapitation at 24 h after the last injection of the drug or saline.

### Tissue collection and storage

The brains were removed and placed in the rat brain metal dye pre-chilled on crushed ice. A coronal section between −2mm to −3mm AP (anterior-posterior) was made, creating a division of each brain into two main sections: an anterior section and a posterior section, as shown in Supplementary Fig. 6b-d. The anterior section containing the NAc and SVZ was sliced into 2mm-thick brain slices. The slices that contain the NAc and SVZ were removed and frozen on top of the dry ice. Subsequently, the NAc and SVZ were punched out using a 1 mm tissue puncher. The posterior part of the brain was placed on an inverted glass beaker that was pre-chilled with crushed ice and divided into posterior hemispheres. After the top neocortex/corpus callosum layer was removed using fine dissection tools, the DG and CA were scooped out. After the dissection, tissue pieces were immediately fast-frozen and stored at −80 °C until shipped on dry ice for analyses. Two hemispheres of the same rat brain were collected in this study, one hemisphere was used to perform RNA-seq and another one was used for ATAC-seq.

### Library construction

Total RNA was isolated via TRIzol Reagent (Thermo Fisher Scientific, 15596026), Phasemaker Tubes (Thermo Fisher Scientific, A33248) and RNA Clean & Concentrator-5 (Zymo Research, R1013). In brief, rat brain tissues were homogenized in 1 ml of TRIzol Reagent, the tissue lysates were transferred to a pre-spined Phasemaker Tube. 0.2 ml of chloroform was added to the tube, the tubes were then shaken for 15 s. The mixture was centrifuged at 16,000 *g* for 5 min, the top aqueous phase was transferred to a microcentrifuge tube. An equal volume of ethanol was added to the aqueous phase. The RNA purification with DNase treatment was performed following the manual of the RNA Clean & Concentrator kit. Then the Ribosomal RNAs were removed from 500 ng for the total RNA using the NEBNext rRNA Depletion kit (NEB, E6310). Skipping the mRNA isolation part, RNA-seq libraries were then constructed using 10 ng of rRNA-depleted total RNA with Universal Plus mRNA-seq kit (TECAN, 0520-A01) following the kit manual. 2 × 75 bp paired-end sequencing was run for all libraries on the Illumina NextSeq 500 platform.

ATAC-seq was generated using the omni ATAC-seq protocol for frozen tissues (Nature Methods volume 14, pages 959–962, 2017). In brief, rat brain tissues were homogenized in 2 ml of cold 1× homogenization buffer. Nuclei were layered from the tissue lysate with iodixanol solution. 50,000 nuclei were used in the transposition reaction with 100 nM of Transposase (Illumina, 20034197). The ATAC-seq libraries were prepared by amplifying for 9 cycles on a PCR machine with NEBNext High-Fidelity 2× PCR master mix (NEB, M0541). 2 × 75bp paired-end sequencing was run for all libraries on the Illumina NextSeq 500 platform.

### Raw sequence data and processing

Total 32 RNA-seq fastq files and 29 ATAC-seq fastq files were generated from 4 brain regions, including Nucleus accumbens (NAc), Dentate gyrus (DG), Ammon’s horn (CA), and Subventricular zone (SVZ). For both RNA-seq and ATAC-seq, each region had 4 samples with saline treatment (Sal) and 4 samples with methamphetamine binge (METH binge), except SVZ region only had 3 Sal samples and 2 METH binge samples for ATAC-seq data.

ATAC-seq data of 4 brain regions were separately processed by AIAP package that contained an optimized ATAC-seq data QC and analysis pipeline with default parameters^127^. Open chromatin regions (OCR) generated by AIAP were used in downstream analysis. Then, mergeBed was used to generate consensus OCRs of two conditions of 4 brain regions^128^.

RNA-seq data were processed as in previous studies^129^. RNA-seq data of 4 rat brain regions were processed by Cutadapt (v2.7; --quality-cutoff=15,10 --minimum-length=36), FastQC (v0.11.4), and STAR (v2.5.2b; --quantMode TranscriptomeSAM --outWigType bedGraph --outWigNorm RPM) to do the trimming, QC report and rat genome mapping (rn6)^130–132^. Then, gene expressions in rat brain regions were calculated by featureCounts (-p -T 4 -Q 10) based on UCSC gene annotation of rat^133,134^.

Both RNA-seq and ATAC-seq data were normalized by following the manual of the RUVSeq package as in previous studies^135,136^. In general, the gene counts and ATAC peak counts were first upper-quartile normalized (edgeR), and factor analysis was performed by using the residuals calculation of RUVr function (RUVSeq). The variations within the dataset that were not correlated to tissue and Meth exposure, including bias of tissue dissection and library sequencing, were further removed by using a general linear regression model fitting process.

### Region-specific genes and OCRs in 4 regions of normal male rat brain

EdgeR was used to identify region-specific genes that were significantly highly expressed in one normal region compared to the other three regions with the cutoff log2FoldChange>log2(2) and FDR < 0.01 to ensure the sensitivity and specificity^136,137^. The GO enrichment analysis of region-specific genes in 4 regions was performed by DAVID (Database for Annotation, Visualization, and Integrated Discovery, v6.8)^138,139^. The region-specific OCRs were also identified in 4 rat brain regions with EdgeR method with the cutoff log2FoldChange>log2(2) and FDR < 0.01 to ensure the sensitivity and specificity^137^. Then, the average signals of normal ATAC-seq samples in each region were generated by bigWigMerge and visualized by plotHeatmap of deepTools software (v3.5.0)^140^. The mouse ortholog regions of region-specific OCRs were generated by liftOver with parameter “-minMatch=0.6” and then those ortholog regions were used to identify enriched biological process terms in 4 brain region with GREAT (version 4.0.0)^134,141^. The analysis settings of GREAT included that: (1) Species assembly: Mouse, NCBI build 38; (2) Background regions: whole-genome; (3) Association rule: Basal plus extension. Then, top 20 enriched terms of biological process in 4 rat brain regions were filtered with cutoffs of Binom FDR Q-Val < 0.05 and Hyper FDR Q-Val < 0.05 simultaneously. The correlation between expression of region-specific genes and those genes’ promoter ATAC-seq signal was calculated by ‘cor’ function of R package (version 4.3) with pearson method.

### Binge METH exposure induced differential expression genes in 4 male rat brain regions

The significantly differential expression genes (DEGs) induced by METH binge in 4 rat brain regions vs. saline samples were identified by EdgeR method with the cutoffs of log2FoldChange>log2(2) and FDR < 0.01 to ensure the sensitivity and specificity. The Venn plots of intersection for up- and down-regulated DEG among 4 regions were respectively generated by jvenn^142^. The enriched terms of the biological process were identified by DAVID separately for up- and down-regulated DEG. Next, the gene lists of transcription factors and epigenetic modification factors (Epi-Modifiers) were separately gathered from the AnimalTFDB3.0 and Epi-Modifiers databases^143,144^.

### Identification of METH exposure-induced differential accessible regions in 4 rat brain regions

The EdgeR was used to identify significantly differential accessible regions (DARs) induced by METH binge in 4 brain regions compared to saline samples with a stringent cutoff of log2FoldChange > log2(1.5) and FDR < 0.001 to ensure the optimized sensitivity and specificity, as the previous study suggested^137^. The log2 values of the differential accessibility in 4 brain regions after METH binge stimulus were generated based on bigwig files by bigwigCompare and visualized by plotHeatmap of deepTools^140^. The Venn plots of intersection for both more and less accessible DARs among 4 brain regions were respectively generated by jvenn^142^. The liftOver was used to identify ortholog regions of rat brain DARs in the mouse genome (mm10) with parameter “-minMatch=0.6”^134^. Then, those ortholog regions were used to identify the top 20 enriched terms of biology process in 4 rat brain regions by GREAT with default parameter and cutoffs of Binom FDR Q-Val < 0.05 and Hyper FDR Q-Val < 0.05^141^. Three examples of DARs with reversed accessibility between DG and CA were visualized by WashU Epigenome Browser. The intersectBed method was used to determine the number of DARs across different genomic features (promoters, exons, introns, and intergenic regions), which were defined by using the UCSC gene annotation of the rat genome. The mouse ortholog regions of rat brain DARs intersected with mouse cis-regulation elements (CREs) from ENCODE database were used to explore the potential regulatory function of those DARs^66^. Then, GREAT was used to identify enriched mouse phenotypes of those ortholog DARs with different CRE annotation types.

### Evolutionary conservation of DARs

The orthologous regions in mouse (mm10) and human (hg38) genomes for OCRs in rat brain regions were separately identified by using liftOver software with parameter “-minMatch=0.6” [65]. The rat genome was divided into 500 bp windows as background regions and the orthologous conservation of background regions were measured as the same standard as OCRs described above. The rat-brain DARs were classified into 4 groups based on the ortholog in mouse and human genomes: Rat-Mouse-Human DARs were conserved across rat, mouse and human genomes; Rat-Mouse or Rat-Human DARs were DARs of rat had orthologous regions only in mouse or human genome; onlyRat DARs were not orthologous in mouse and human genomes. Then, those DARs form different groups were mapped to nearest genes within 20 kb away, and the specific DAR-mapped genes of those 4 groups were separately used to identify the enriched terms of the biological process by DAVID.

The experimentally validated human (hg19) and mouse (mm9) enhancers were downloaded from VISTA Enhancer Browser database and were separately transferred to the coordinates in hg38 and mm10 genomes by liftOver with parameter ““-minMatch=0.95”^67,134^. Then, intersectBed method was used to separately identify the mouse and human-validated enhancers that can be overlapped by mouse and human orthologous regions of rat brain OCRs. The two examples of DARs that had orthologous intersections with human and mouse-validated enhancers were visualized by WashU Epigenome Browser^145^. The results of vertebrates-conservation, multiz-alignments, CREs, and gene expression in the GTEx data portal were generated by USCS genome browser^134^. The activation patterns of those two validated enhancers at E11.5 stage were also downloaded from VISTA Enhancer Browser.

The variants-trait information of genome-wide association studies (GWAS) were downloaded from GWAS Catalog (https://www.ebi.ac.uk/gwas/home)^71^, there were a total 113,705 GWAS SNPs associated with different traits. The GWAS SNPs associated with the neurological process were identified based on mapped traits. Then, intersectBed was used to overlap those GWAS SNPs and rat-human orthologous OCRs. Three examples of rat-human orthologous DARs containing GWAS SNPs were visualized by WashU Epigenome Browser. Visualization of vertebrates-conservation, alignment, CREs, and GTEx expression associated with OCRs was generated by using the USCS genome browser.

### Motif enrichment of DAR and Gene regulation network

The transcription factors binding motifs (TFBS) enriched in more and less accessible DARs of 4 rat brain regions were separately analyzed by using findMotifsGenome.pl (-size given) of HOMER software (v4.11.1)^146^. The significantly enriched de novo binding motifs in 4 regions were identified with three conditions: (1) at least 5% of accessible DARs in one region contained the TFBS; (2) the match score of TFBS should be >0.85; (3) *P* value of TFBS should be <1e−11. Then, known transcription factors under the enriched TFBS were extracted with a match score > 0.85.

The DARs containing the Egr, Sox, and NeuroD1 binding motifs were extracted from the HOMER results and ortholog regions in the mouse genome of those DARs were used to identify enriched biological process terms with GREAT. The DARs-associated genes in the neurological biological process were extracted and used to build the gene regulation networks by using String^147^ database.

The open chromatin signals of OCRs around Drd1 and Drd2 genes in NAc region were visualized by WashU Epigenome Browser. The vertebrates-conservation of OCRs associated with Drd1 and Drd2 genes were generated by the USCS genome browser. The FIMO software was used to scan TFBS motifs in those OCRs associated with Drd1 and Drd2 genes based on the motif weigh matrix file (JASPAR_CORE_2016_vertebrates.meme) from JASPAR^148,149^.

### Statistics and reproducibility

All computational analyses have been performed using R package (version 4.3) and EdgeR package was used to identify the differential expressed genes and open chromatin regions between METH exposure and saline samples and to calculate the statistic difference, unless otherwise noted. The correlation values were calculated by cor function of R with pearson method. The reads count of genes and OCRs were normalized by using RUVseq package of RUVr method. The pheatmap function in R and deepTools were separately used to generate heatmaps for RNA-seq and ATAC-seq data. The DAVID and GRETA methods were separately used to perform GO-term enrichment analysis for DEGs and DARs. All the details are provided in the Methods section.

The stringent statistical cutoffs were applied to identify DEGs (log2FoldChange > 1 and FDR < 0.01) and DARs (log2FoldChange > log2(1.5) and FDR < 0.001). The multiple comparisons were corrected and controlled by using the FDR method. Our previous study showed that the signal distribution of ATAC-seq data was distinct from that of RNA-seq data^136^. Then, the thresholds for DAR analysis in the current manuscript are the optimized parameters in our comprehensive benchmarking study that allow a well-balanced sensitivity and specificity in DAR identification^136^.

There were 32 RNA-seq, and 29 ATAC-seq data from 4 brain regions of male rat. For RNA-seq data, NAc, DG, CA, and SVZ regions all had 4 replicates of saline control and 4 replicates under METH exposure and were sequenced in 2 different batches; For ATAC-seq data, except 3 Sal samples and 2 METH binge samples, the other 3 regions had the same replicates number as RNA-seq.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Reporting Summary

## Data Availability

All sequencing data in this paper has been deposited through Gene Expression Omnibus (GEO) repository: GSE199374. The variants-trait information of genome-wide association studies (GWAS) were downloaded from GWAS Catalog (https://www.ebi.ac.uk/gwas/home). the gene lists of transcription factors and epigenetic modification factors (Epi-Modifiers) were separately gathered from the AnimalTFDB3.0 and Epi-Modifiers databases. The experimentally validated human (hg19) and mouse (mm9) enhancers were downloaded from VISTA Enhancer Browser database. The source data were deposited to FigShare: Fig. 110.6084/m9.figshare.24070365.v1, Fig. 210.6084/m9.figshare.24070482.v1, Fig. 310.6084/m9.figshare.24070527.v1, Fig. 410.6084/m9.figshare.24070593.v1, Fig. 510.6084/m9.figshare.24070608.v1, Supplementary Fig. 110.6084/m9.figshare.24070635.v1 Supplementary Fig. 210.6084/m9.figshare.24070662.v1 Supplementary Fig. 310.6084/m9.figshare.24070722.v, Supplementary Fig. 4 10.6084/m9.figshare.24070776.v1, and Supplementary Fig. 5 10.6084/m9.figshare.24070800.v1.

# Supplementary material for: Methamphetamine-induced region-specific transcriptomic and epigenetic changes in the brain of male rats
**Source:** Commun Biol. 2023 Sep 27;6:991. doi: 10.1038/s42003-023-05355-3
**Supplement:** Supplementary file 1 — Supplementary information

## SUPPLEMENTARY INFORMATION

### **Methamphetamine-induced regional-specific transcriptomic and epigenetic changes in the brain of male rats**

Benpeng Miao<sup>1,2</sup>, Xiaoyun Xing<sup>2</sup>, Viktoriia Bazylanska<sup>3</sup>, Pamela Madden<sup>4</sup>, Anna Moszczynska<sup>3\*</sup>,  
Bo Zhang<sup>1\*</sup>

\* Corresponding:

Supplementary figures: 6

## Supplementary Figures

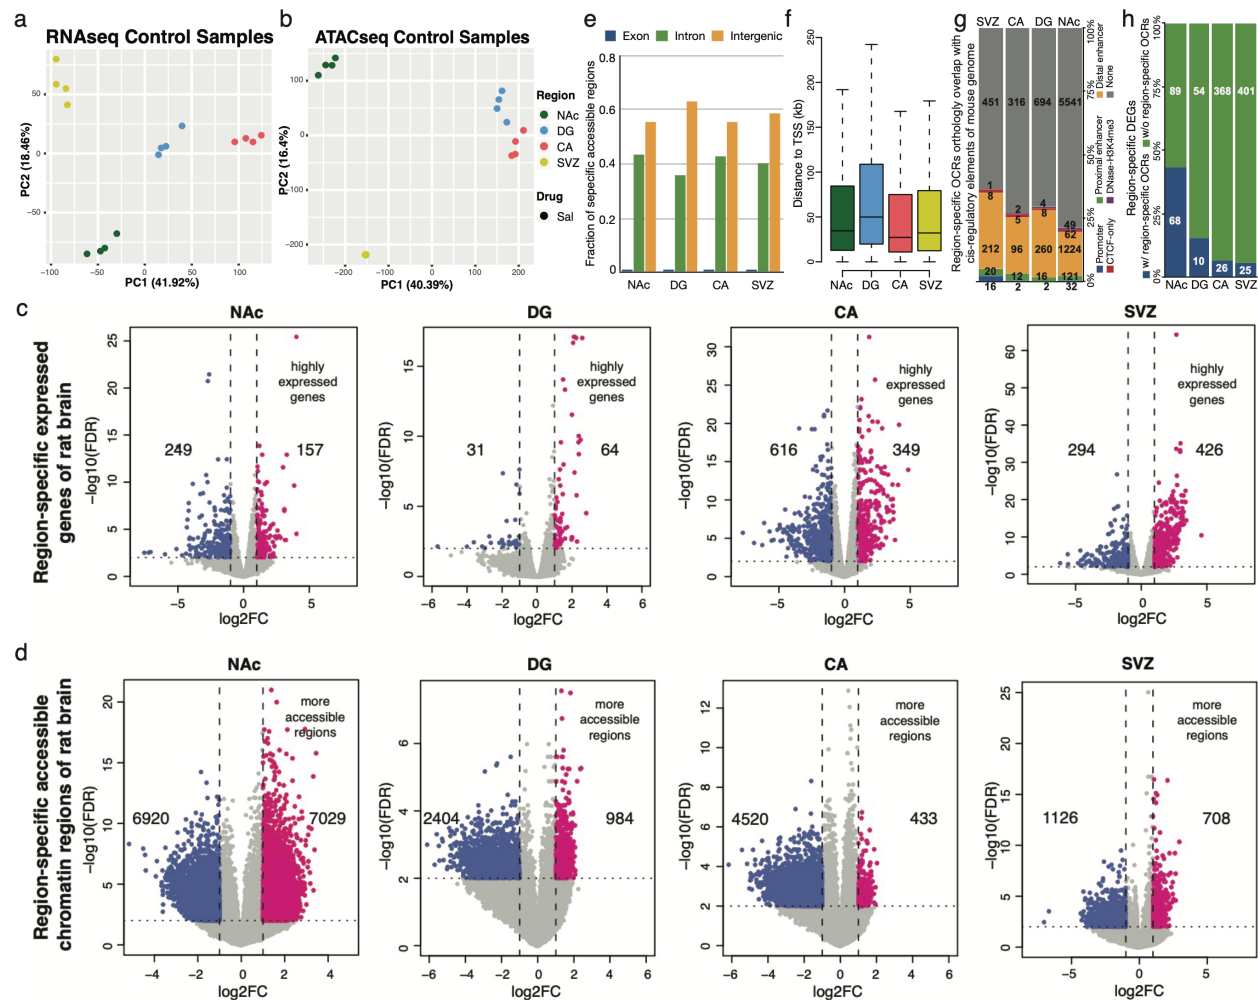

**Supplementary Figure 1. RNA-seq and ATAC-seq data of 4 brain regions from control and binge METH exposure rat samples.** The principal analysis (PCA) of RNA-seq data (**a**) and ATAC-seq data (**b**) from 4 normal rat brain regions. **c-d**, The volcano plots of region-specific expressed genes (**c**) and accessible chromatin regions (**d**) in 4 rat brain regions. Red dots represented the specific genes and accessible regions in each brain region. Log2FC: log2 value of fold changes with one normal region against other regions; -log10(FDR): -log10 value of false discover rate (FDR). **e**, Genomic distribution of 4 rat brain region-specific accessible regions in rat genome: exon, intron, and intergenic regions. Large fraction of those specific accessible regions located in intergenic and intronic regions. **f**, Boxplot about the distance to TSS of region-specific accessible regions in 4 rat brain regions. The boxplots show the median, upper and lower quartiles, maximums, and minimums. **g**, Distribution of rat-mouse ortholog region-specific OCRs in cis-regulatory elements of the mouse genome (mm10), including CTCF-only, DNase-H3K4me3, promoter, proximal enhancer and distal enhancer. **h**, The percentage of region-specific DEGs around region-specific OCRs in 4 brain regions.

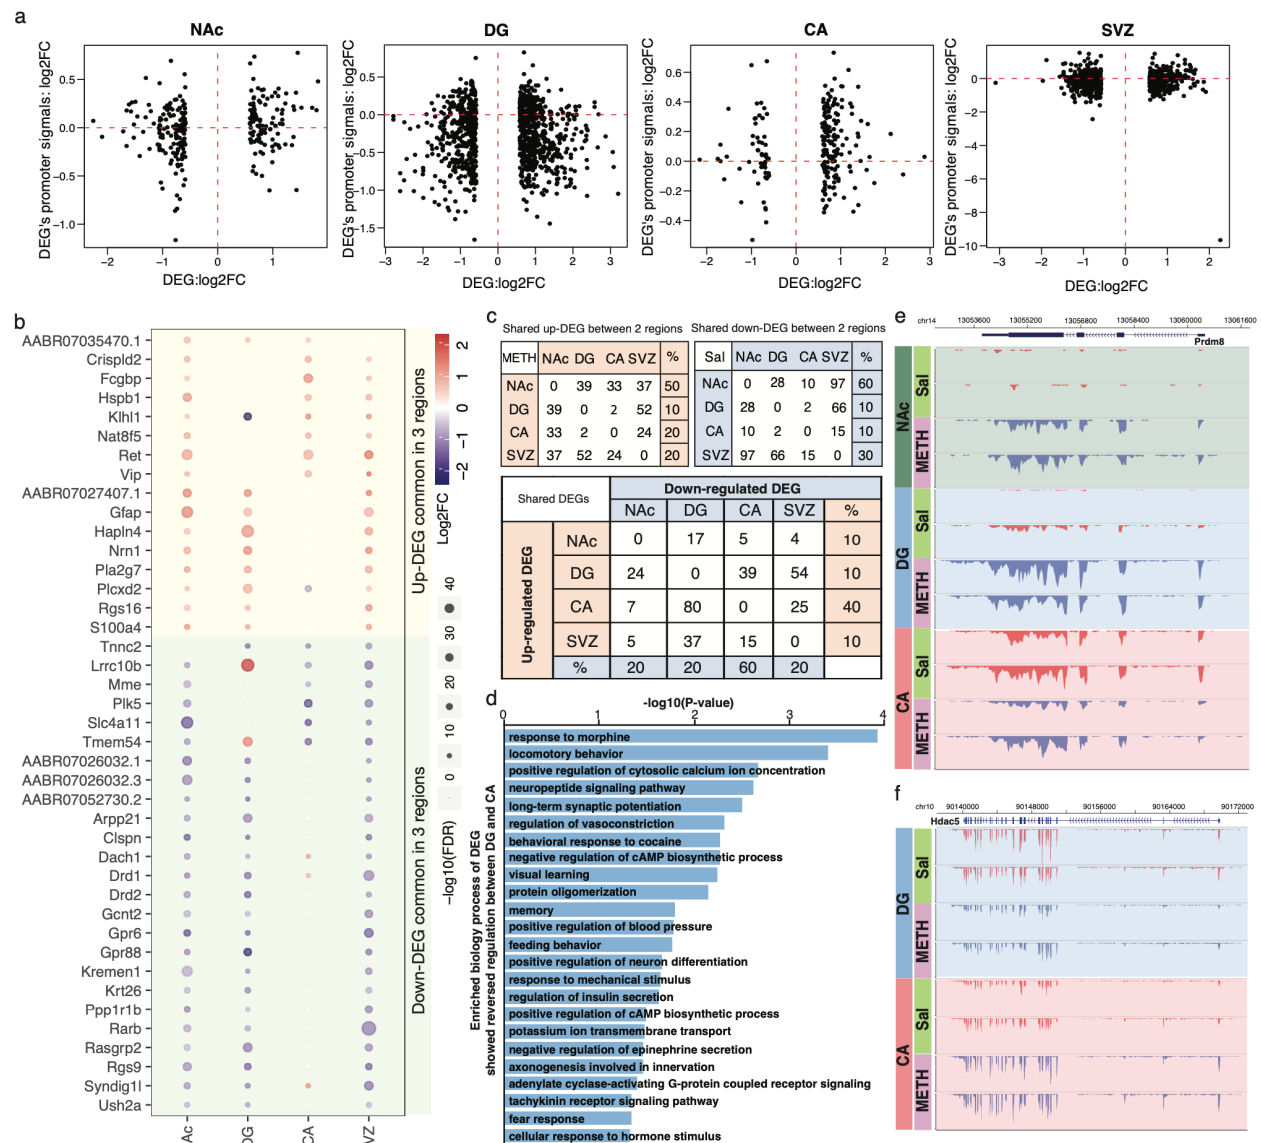

**Supplementary Figure 2. The differential expressed genes (DEGs) identified in 4 rat brain regions responding to binge METH exposure.** **a**, Correlation between ATAC-seq signal on promoters and expression of METH-induced DEGs in all four brain regions. **b**, Up and down-regulated DEGs were common in at least 3 brain regions. **c**, Number of common genes between 2 regions separately for up and down-regulated DEGs, and the number of common DEGs between DG and CA showed reversed regulation pattern. Large percent of up and down-regulated DEGs in NAc were also identified in another one region. And large percent of DEG in CA regions showed reversed regulation pattern in another one region, especially in DG region. **d**, Biology processes of GO term enriched in the DEGs that showed reversed regulation between DG and CA regions. **e-f**, Examples of *Prdm8* and *Hdac5* genes showing differential expression in brain regions visualized by WashU Epigenome Browser.

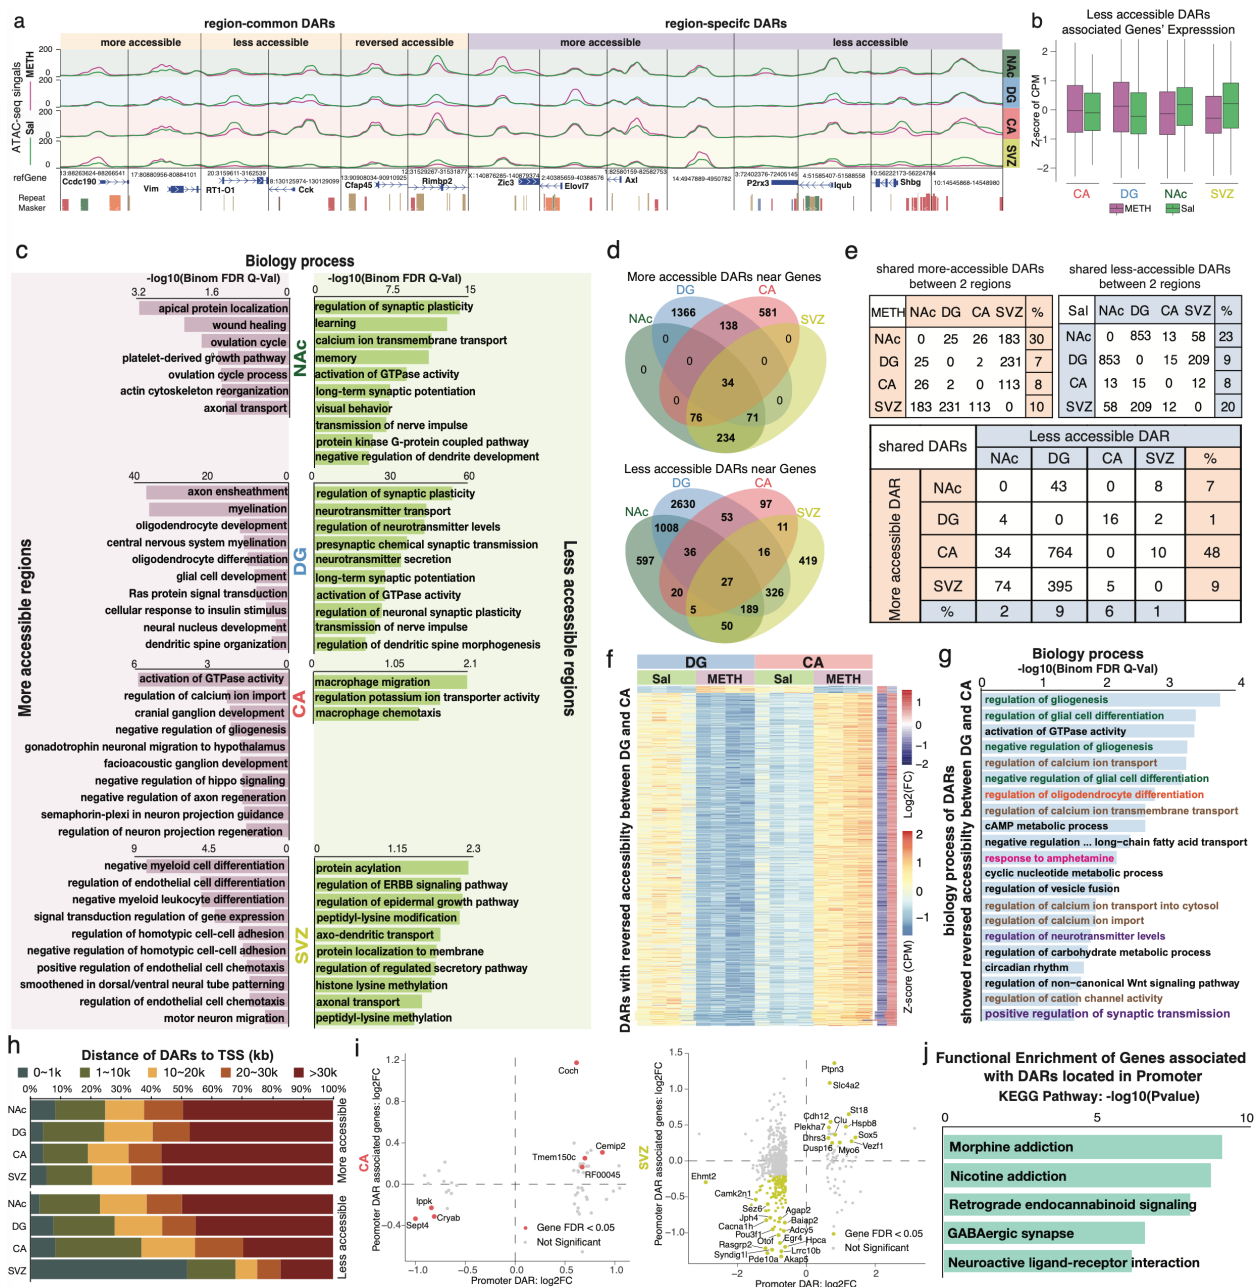

**Supplementary Figure 3. The differential accessible regions (DARs) in rat brain regions after binge METH exposure.** **a**, Examples of DARs showed common and specific accessibility in 4 rat brain regions. **b**, Expression (Z-score) of nearest genes assigned to less accessible DARs. The boxplots show the median, upper and lower quartiles, maximums, and minimums. **c**, Enriched biology process of more and less accessible DARs in 4 rat brain regions. **d**, Shared number of genes associated with more and less accessible DARs across 4 rat brain regions. **e**, Number of common DARs between 2 regions separately for more and less accessible DARs, and the number of common DARs between DG and CA showed reversed accessibility. Large percent of more accessible DARs in CA region showed reversed accessibility in DG

region. **f**, Heatmap about Z-score of DARs that displayed reversed accessibility between DG and CA. **g**, Biology processes significantly enriched in DARs showing reversed accessibility between DG and CA. **h**, Distance distribution of DARs to the transcript start sites. **i**, The log2-foldchange distribution of promoter-DARs and those DARs associated genes that assigned the DARs to the nearest genes. **j**, Enriched KEGG pathways based on associated genes of DARs located in the promoter regions.

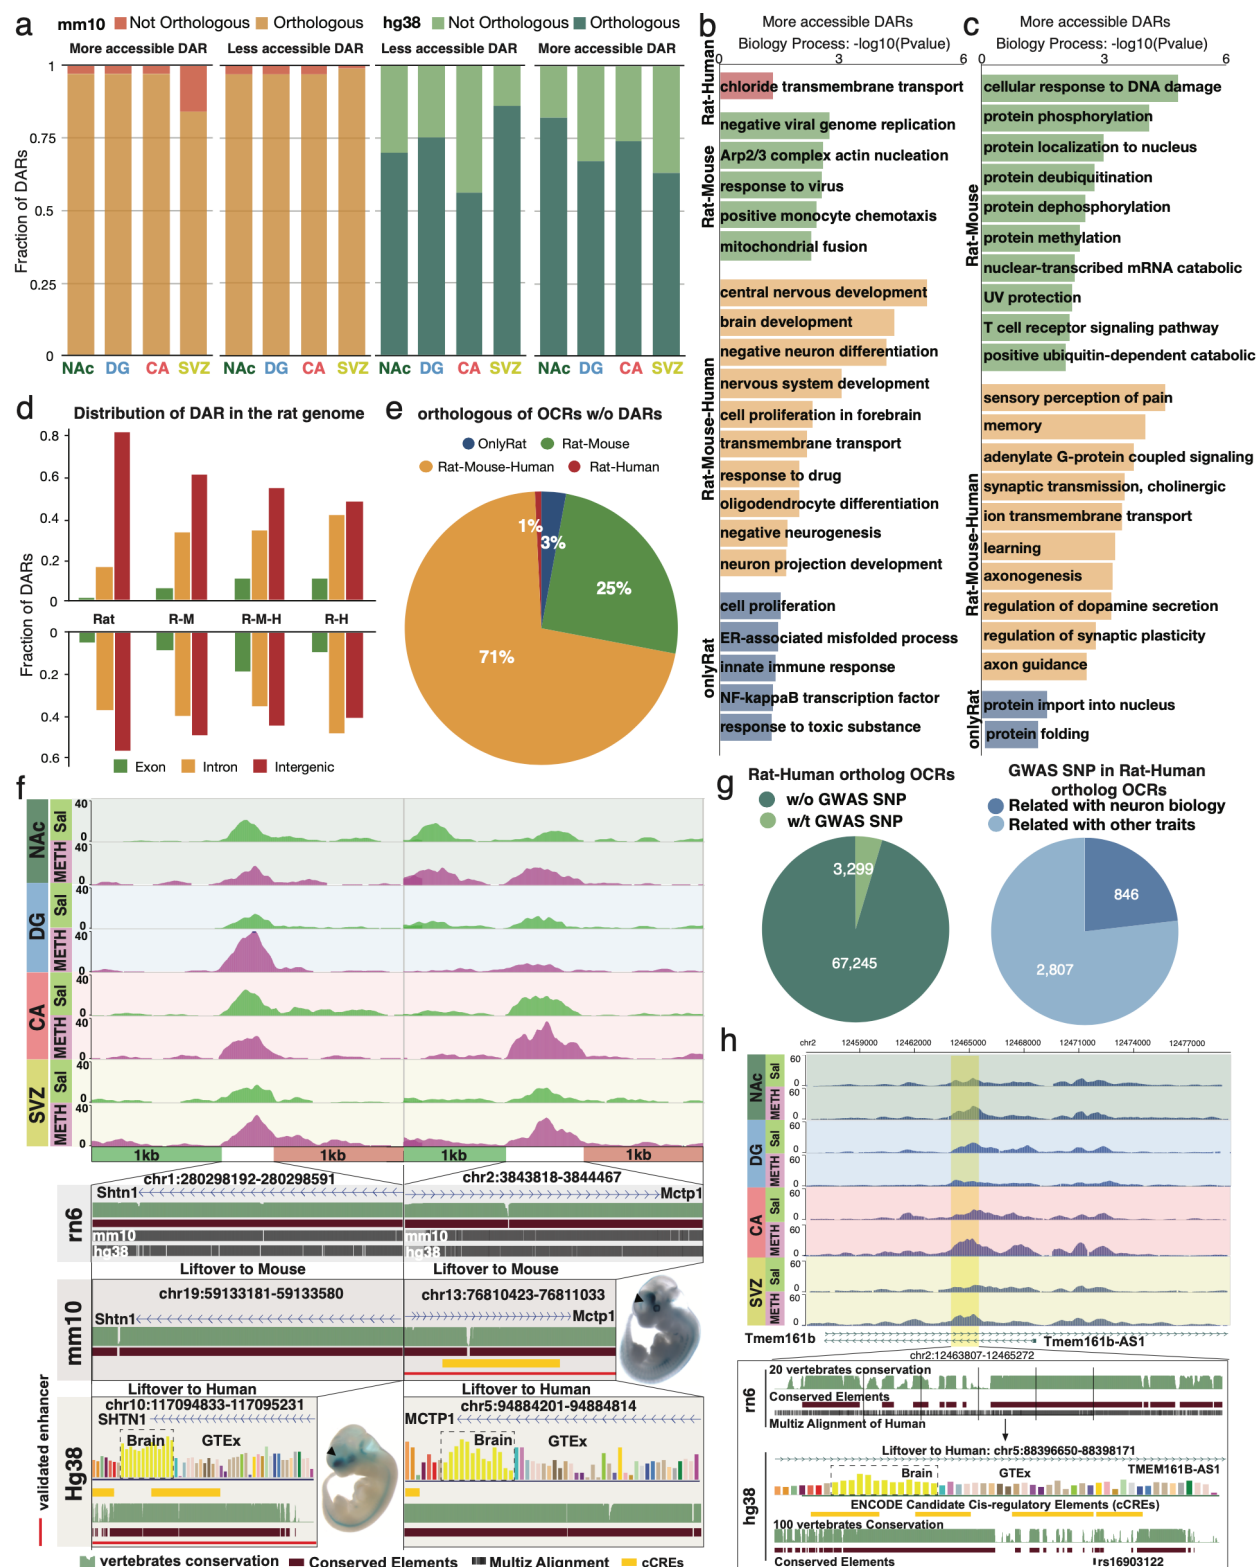

**Supplementary Figure 4. Evolutionary conservation of Rat brain DARs responding to binge METH exposure.** a, Percent of more and less accessible DARs had orthologous counterparts in mouse and

human genome (mm10 and hg38). **b-c**, Biology processes enriched in genes around (within 20kb) DARs separately for more and less accessible DARs with different conservation status: rat-mouse-human (R-M-H), rat-human (R-H), rat-mouse (R-M) and rat-only (Rat). **d**, Genomic distribution of DARs from 4 different conservation status: exon, intron, and intergenic regions. Large fraction of DARs located in intergenic regions for all 4 groups. **e**, Percent of open chromatin regions (OCRs) without DARs from different conservation status. More than 70% of those OCRs were ortholog in rat, mouse, and human genome. **f**, Two examples of DARs with orthologous interactions with human and mouse validated enhancers. **g**, Number of Rat-Human ortholog OCRs with variants from genome-wide association studies (GWAS SNP) and number of those GWAS SNP associated with neuron biology. **h**, Example of rat-human ortholog DAR overlap with GWAS SNPs associated with neuron biology.

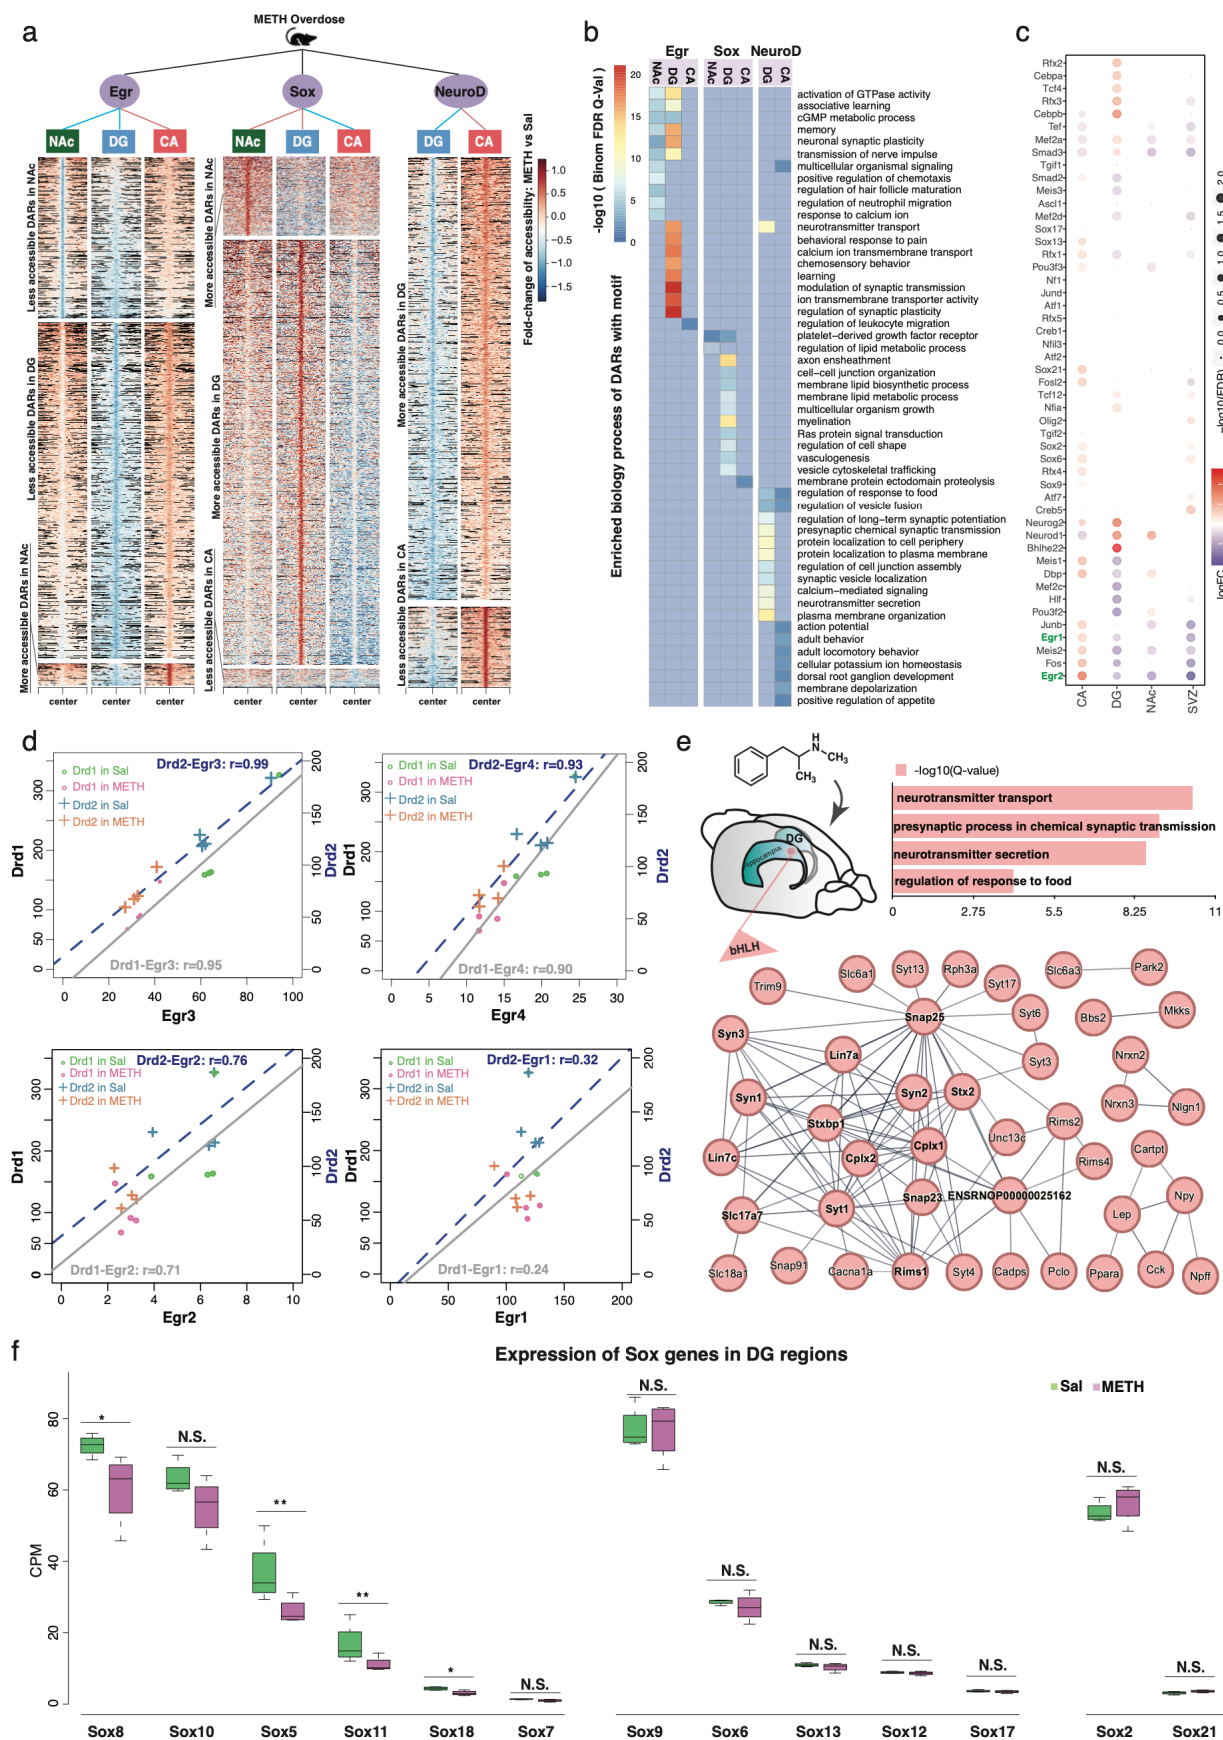

**Supplementary Figure 5. METH exposure induced DARS-associated regulatory networks in rat brain.**

**a**, Heatmap of more and less accessible DARS contained the Egr, Sox and NeuroD binding motifs in different brain regions. **b**, Enriched biology processes based on DARS with Egr, Sox and NeuroD binding motifs. **c**, The binge METH induced expression changes of transcription factors (TFs) whose binding motifs enriched in DARS. **d**, The correlation of expression changes between Drd1/2 genes and Egr family genes in rat NAc region with Meth stimulus. **e**, Gene regulatory network and enriched biology process built by genes around DARS with bHLH binding motif in DG. **f**, Expression changes of Sox genes in DG region responding to binge METH exposure. The boxplots show the median, upper and lower quartiles, maximums, and minimums.

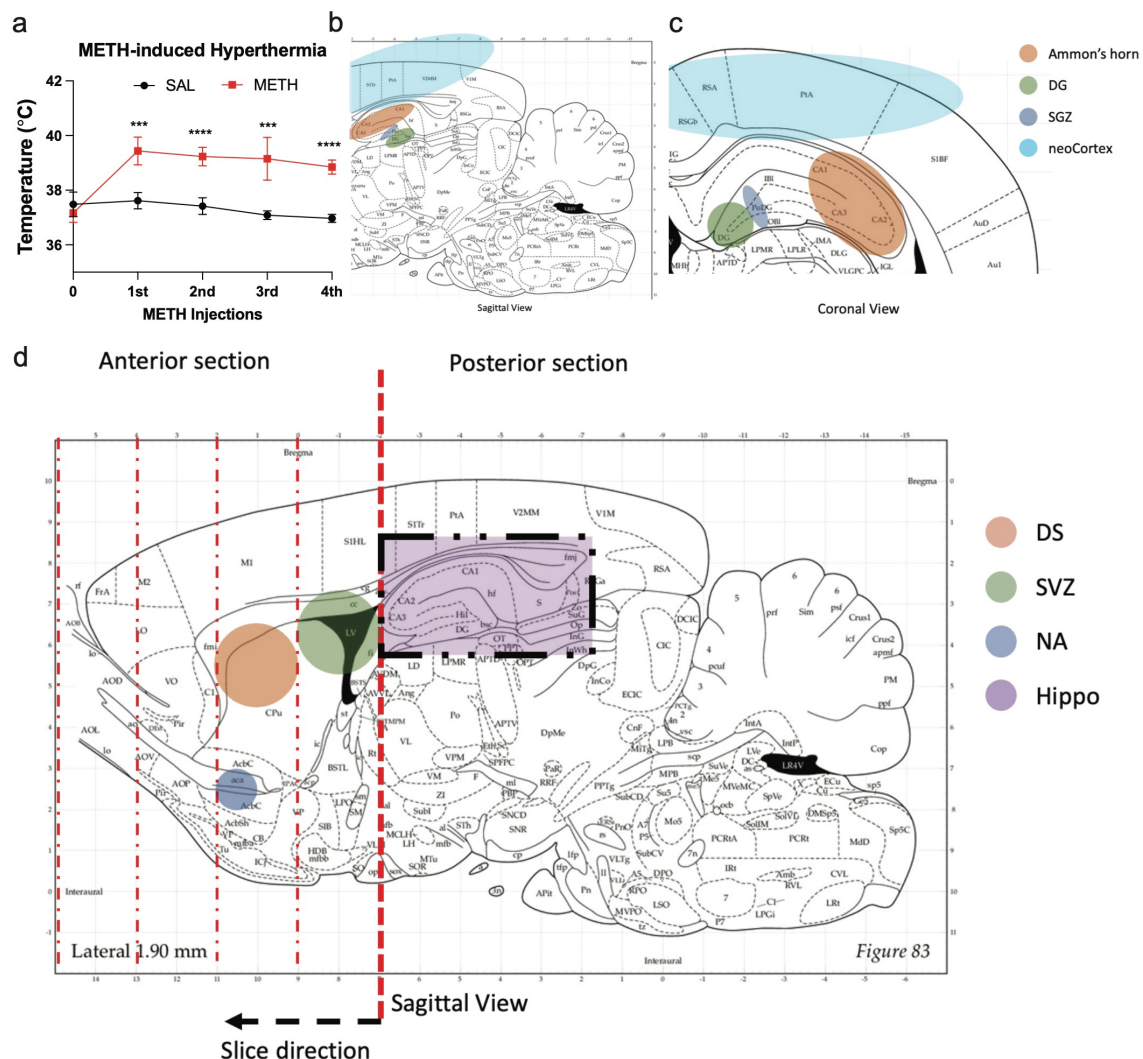

**Supplementary Figure 6. Experiment of 4 Rat brain regions.** **a**, The temperature (°C) of Rat after the METH injections. The error bars are standard errors of the mean. **b-d**, different sections of rat brain regions. The original section plots of brain regions from online tool developed by Gaidica Lab (<http://labs.gaidi.ca/rat-brain-atlas/>).

# Supplementary material for: Methamphetamine-induced region-specific transcriptomic and epigenetic changes in the brain of male rats
**Source:** Commun Biol. 2023 Sep 27;6:991. doi: 10.1038/s42003-023-05355-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** METH binge and saline samples of 4 rat brain regions for RNA-seq and ATAC-seq data with quality control parameters and RIN information.

**File name:** Supplementary Data 2

**Description:** Region-specific genes and open chromatin regions (OCRs) identified in 4 normal brain regions.

**File name:** Supplementary Data 3

**Description:** GO terms enriched in region-specific genes and open chromatin regions of 4 normal rat brain regions.

**File name:** Supplementary Data 4

**Description:** Differential expressed genes (DEGs) identified in 4 rat brain regions responding to binge METH exposure.

**File name:** Supplementary Data 5

**Description:** Enriched biology processes separately based on up and down-regulated DEGs in 4 rat brain regions.

**File name:** Supplementary Data 6

**Description:** Binge METH exposure induced differential accessible regions (DARs) in 4 rat brain regions.

**File name:** Supplementary Data 7

**Description:** Biology processed enriched in more and less accessible DARs of 4 rat brain regions.

**File name:** Supplementary Data 8

**Description:** Distribution of DARs in 4 rat brain regions. Number of more and less accessible DARs located in genomic promoter, exon, intron and intergenic regions. Number of mouse orthologous regions of rat brain DARs with cis-regulatory elements including CTCF-only, DNase-H3K4me3, promoter, proximal enhancer and distal enhancer.

**File name:** Supplementary Data 9

**Description:** Enriched mouse phenotypes of orthologous DARs with cis-regulatory annotations.

**File name:** Supplementary Data 10

**Description:** Number of orthologous DARs in rat, mouse and human genomes.

**File name:** Supplementary Data 11

**Description:** More and less accessible DARs had ortholog interactions with validated enhancers of human and mouse from VISTA Enhancer Browser.

**File name:** Supplementary Data 12

**Description:** The human-rat ortholog regions of rat brain OCRs contained the GWAS SNPs associated with neuron biology.

**File name:** Supplementary Data 13

**Description:** Transcription factors binding motifs enriched in more and less accessible DARs of 4 brain regions.

**File name:** Supplementary Data 14

**Description:** DARs contained the transcription factors binding motifs in 4 rat brain regions.

**File name:** Supplementary Data 15

**Description:** GO enrichment analysis of DARs contained different transcription factors binding motifs.

# Supplementary material for: Methamphetamine-induced region-specific transcriptomic and epigenetic changes in the brain of male rats
**Source:** Commun Biol. 2023 Sep 27;6:991. doi: 10.1038/s42003-023-05355-3
**Supplement:** Supplementary file 18 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | ATAC-seq data were processed by AIAP package<br>RNA-seq data were processed by Cutadapt (v2.7; --quality-cutoff=15,10 --minimum-length=36), FastQC (v0.11.4), and STAR (v2.5.2b; --quantMode TranscriptomeSAM --outWigType bedGraph --outWigNorm RPM) to do the trimming, QC report and rat genome mapping (rn6)<br>EdgeR was used for differential analysis<br>GREAT (version 4.0.0) and DAVID (v6.8) used for GO analysis<br>WashU Epigenome Browser ( <a href="http://epigenomegateway.wustl.edu/">http://epigenomegateway.wustl.edu/</a> ) used for data visualization<br>HOMER software (v4.11.1) used for transcription factors binding motifs enrichment analysis |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data can be downloaded from Gene Expression Omnibus (GEO): GSE199374

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Total 32 RNA-seq samples from 4 rat brain regions, Nucleus accumbens (NAc), Dentate gyrus (DG), Ammon's horn (CA) and Subventricular zone (SVZ). And each region had 4 saline sample as control and 4 METH exposures samples  
Total 29 ATAC-seq samples from 4 rat brain regions:  
1) NAc: 4 Saline X 4 METH exposures samples  
2) DG: 4 Saline X 4 METH exposures samples  
3) CA: 4 Saline X 4 METH exposures samples  
4) SVZ: 3 Saline X 2 METH exposures samples

Data exclusions

No data was excluded

Replication

see Sample size for replication information

Randomization

No randomization

Blinding

No blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Adult male Sprague-Dawley rats (Harlan, Indianapolis, IN, USA) (weighing 250–300 g on arrival)                                                                                                                                                                                                                                                                                                                                                     |
| Wild animals            | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Reporting on sex        | Male                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Ethics oversight        | All animal procedures were conducted in strict accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee (IACUC) at Wayne State University. The description of animal procedures meets the ARRIVE recommended guidelines described by The National Centre for the Replacement, Refinement and Reduction of Animals in Research |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

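RNA-seq libraries of the NAc, DG, CA and SVZ of rats given METH or saline were re-examined, with 4 samples per treatment and region (32 in all). Chromatin data were not used here. The authors trimmed the reads, mapped them to rn6 and deposited unnormalized read counts per gene and sample, made with featureCounts 1.6.3 without regard to strand. The total count of each of the 32 samples was checked against Supplementary Data 1 and equals the reads on genes given there. A count matrix of the series, which holds fewer genes, was used only as an alternative. Of the gene names, 171 lie on more than 1 chromosome in the count files.

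Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For each region, the 8 samples were normalized by the upper quartile, genes with low counts were removed with filterByExpr, and METH was compared with saline by edgeR's quasi-likelihood test. A DEG has an FDR under 0.01 and a fold change above 1.5. The methods of the paper give a 2-fold threshold, while the lowest absolute log2 fold change in the part of Supplementary Data 4 held here is 0.58. That copy holds 1995 of 2253 genes, so it was used for single values and not for sets of genes. Region-specific genes were sought in the 16 saline samples, with an FDR under 0.01 and a fold change above 2. The difference of the METH effect between the DG and CA was tested as an interaction in the 16 samples of both regions. Expression is given in CPM, the counts relative to upper-quartile library sizes. At the depth of these samples 1 read is worth 0.0457 to 0.0901 CPM, so values of a few hundredths of a CPM are single reads. Correlations in the NAc were tested with exact permutations of the 8 samples.

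The genes named are those that the results or figure legends of the paper name for expression, and the genes that the supplementary tables list under a GO term named in the paper, as counts and medians. The 3 genes with the largest rise and the 3 with the largest fall among DEGs with separated groups were to be added in each region, but there were 0 DEGs, beside 500, 1890, 1046 and 402 genes at an unadjusted p under 0.05 in the NAc, DG, CA and SVZ. Genes outside this rule are marked as chosen after their values were seen. Abundant genes of the marker lists (Ppp1r1b, Mbp and Ttr) and the Y-chromosome genes printed beside Usp9y do not carry this mark. For 13 lists of marker genes (dentate granule, CA pyramidal, striatal medium spiny, cortical glutamatergic and thalamic neurons, interneurons, oligodendrocytes, astrocytes, microglia, ependymal cells, choroid plexus, endothelial cells and immediate early response), METH was compared with saline by limma's camera, with a correlation of 0.01 between genes, and by fry, which allows for the correlation in these samples. Both were adjusted over the 52 pairs of list and region.

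The alternatives were TMM normalization, DESeq2, edgeR's likelihood ratio test, other filters, 1 fit of all 32 samples, other thresholds, the RNA integrity number, the replicate number or replicates 1 and 2 against 3 and 4 as covariates, RUVr factors (1, 2 or 4 as covariates, or 2 removed from the counts) and leaving out each sample in turn. These, the comparisons and the rule for named genes were set before the data were examined. The series matrix, the sequencing run as a covariate, the sum of SVZ METH libraries with the same library number and a scan of other numbers of RUVr factors (1 to 14) were added after seeing the data. The scan was looked at beside the gene counts in the paper. RUVr was written anew from its published steps, as the RUVSeq package was not used here.

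The procedures were tested on simulated data, drawn from the means and library sizes of these samples with a dispersion of 0.05. This is less than the spread of the NAc, DG and SVZ samples, whose common biological coefficients of variation (the square root of the dispersion) were 0.247, 0.311 and 0.373 (0.199 in the CA), so the test checks the calculation and not how many changes would be found in these regions. Of 200 changed genes, 200 were recovered among 14848 tested in the NAc, 200 among 15084 in the DG, 200 among 14678 in the CA and 198 among 15692 in the SVZ, with 1, 0, 3 and 0 wrong calls. With no gene changed, 0 were called. Other simulated samples had no changed gene and carried random factors, drawn separately in each region. Removing 4, 8 and 12 RUVr factors from them gave 0, 513 and 2586 calls, summed over the tests of the 4 regions. The 16314 genes entered the test of each region. Without random factors, removing 4, 8 and 12 gave 0, 0 and 12 calls, summed in the same way, with 16049 genes. Factors shared by the regions were not simulated, so these sums do not tell how many calls in the real samples are false.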

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

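The tests of Usp9y and of the other groupings for the interaction at an unadjusted p were chosen only after the result was seen, and the groups below were all tested by 1 rule for single samples.

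In groups of 4 samples, 1 sample was taken to stand apart when its gap to the nearest other sample, as a share of the range of the group, exceeded the 95% critical value of Dixon's test. The share is given in brackets below. This held in 23 of 174 groups of gene or component, region and treatment, while chance gives about 1 in 20, or 8.7. The groups are not independent, since genes of the same cells move together.

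NAc Sal 4 stood apart in 6 groups. It was the highest in Nrn1 (0.943), Prdm8 (0.893), Neurod1 (0.981), Rtn4rl2 (0.947) and on PC1 (0.873), and the lowest in Top2a (0.838). NAc METH 3 stood apart in 4 groups, as the lowest in Drd1 (0.843), Egr3 (0.936) and Egr4 (0.868) and the highest on PC2 (0.835). NAc Sal 1 was the highest in Egr2 (0.837). DG Sal 3 stood apart in 5 groups, as the highest in Drd1 (0.906), Rarb (0.966), Dach1 (0.885), Tac1 (0.923) and P2rx6 (0.959), and DG METH 3 was the highest on PC2 (0.935). SVZ Sal 1 stood apart in 4 groups, as the highest in Nrn1 (0.955) and on PC2 (0.96) and the lowest in Meis2 (0.94) and Fosb (0.908). SVZ METH 1 was the highest in Top2a (0.851) and CA METH 1 in Etv5 (0.873).

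A candidate explanation is that dissection brought different shares of neighbouring tissue into single samples. The mean log2 fold change of 16 striatal marker genes in the NAc was -0.52, and all 16 were lower in METH samples, which is what a lower share of striatal tissue in the METH samples would give. It was 0.02 without NAc Sal 1, so that this library set the direction. Ppp1r1b, an abundant gene of the list, was at 1140 ± 954 CPM in saline and 709 ± 456 CPM in METH samples (SD, n = 4). Of the list, 4 genes are also in the region-specific lists of the study and 0 in another of the marker lists, and the genes include Drd1 and Drd2 themselves. A lower expression of striatal genes after METH, without a change in tissue, would give the same values and stays open as untested. In DG Sal 3, the high Drd1 and Tac1 and the low Neurod1 lie on the side that striatal tissue would give. Its Drd1, Tac1, Rarb and Meis2 lay inside the range of the NAc Sal samples. Its Neurod1 (0.252 CPM) and Rtn4rl2 (0.568 CPM) lay below every NAc Sal sample. DG tissue with a share of other tissue would keep more of both genes, so a share alone may not account for this library. By the methods, the NAc and SVZ came from the anterior section and the DG from the posterior one. Whether this library holds DG tissue at all stays open, since no test of a single library was made.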

How the results depend on the processing

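The tests with the series matrix, the sequencing run, summed SVZ libraries and other numbers of RUVr factors than 1, 2 and 4 as covariates or 2 removed were chosen only after the result was seen.

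Counts of DEGs were 0 in each region (with 500, 1890, 1046 and 402 genes at an unadjusted p under 0.05 in the NAc, DG, CA and SVZ). They stayed 0 in all 4 regions with TMM normalization, other filters, all 32 samples in 1 fit, the RNA integrity number, replicates 1 and 2 against 3 and 4, a fold-change threshold of 2 or none, the series matrix and without any 1 sample. With the sequencing run as a covariate they stayed 0 in the NAc and CA. An FDR threshold of 0.05 gave 1 DEG in the DG. DESeq2 gave 3 in the NAc, 193 in the DG, 13 in the CA and 2 in the SVZ, and edgeR's likelihood ratio test 117 in the DG, 9 in the CA and 1 in the SVZ. RUVr factors as covariates gave, in the NAc, 1 with 4, 5 and 6 factors and 5 with 8. In the DG they gave 37, 162, 317, 461, 540, 677 and 892 with 1, 2, 3, 4, 5, 6 and 8 factors, in the CA 2, 4 and 6 with 5, 6 and 8, and in the SVZ 18, 108, 235, 317, 384 and 557 with 2, 3, 4, 5, 6 and 8. Removing RUVr factors from the counts gave, in the NAc, 2, 3, 2, 26, 149, 200 and 374 with 4, 5, 6, 8, 10, 12 and 14 factors. In the DG it gave 2, 66, 186, 466, 787, 1082, 1336, 1638 and 1704 with 2, 3, 4, 5, 6, 8, 10, 12 and 14, in the CA 29, 100, 236 and 357 with 8, 10, 12 and 14, and in the SVZ 146, 282, 331, 590, 710, 883 and 955 with 4, 5, 6, 8, 10, 12 and 14. The cause was not tested for DESeq2 and the likelihood ratio test. Simulated samples had no changed gene and random factors drawn separately in each region. Removing 4, 8 and 12 factors from them gave 0, 513 and 2586 false calls, summed over the 4 regions. Without random factors the sums were 0, 0 and 12. Factors shared by the regions were not simulated, so these sums do not tell how many of the calls above are false.

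Genes with opposite directions in the DG and CA were 0, and 1 with 5 or 8 factors as covariates and 7, 31, 92 and 131 with 8, 10, 12 and 14 factors removed. DEGs found in a single region were 0, and 211 with DESeq2, 127 with the likelihood ratio test, 37, 176, 419, 669, 816, 994 and 1298 with 1, 2, 3, 4, 5, 6 and 8 factors as covariates, 2, 66, 314, 687, 1022, 1502, 1812, 2080 and 2175 with 2, 3, 4, 5, 6, 8, 10, 12 and 14 removed and 1 with an FDR threshold of 0.05. Genes with an interaction were 0 (2353 at an unadjusted p under 0.05), and 91 with DESeq2, 31 with the likelihood ratio test and 4, 108, 285, 512, 687, 1003 and 1532 with 1, 2, 3, 4, 5, 6 and 8 factors as covariates and 167, 534, 1458, 2718, 3786, 4956 and 5564 with 4, 5, 6, 8, 10, 12 and 14 removed. Of the named pairs of gene and region 0 were called (13 at an unadjusted p under 0.05), and 4 with DESeq2, 1 with the likelihood ratio test and 2, 4, 8 and 13 with 4, 5, 6 and 8 factors as covariates and 6, 8, 16, 25, 30 and 42 with 5, 6, 8, 10, 12 and 14 removed. The cause was not tested.

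Region-specific genes of the NAc were 0 and 1 with DESeq2. Those of the CA were 0, and 110 with DESeq2, 35 in a fit of 4 groups against the mean of the other regions and 65 with 2 RUVr factors. Those of the SVZ were 5, and 38 with DESeq2, 9 against the mean of the other regions, 0 when higher than each other region (2003 higher at an unadjusted p under 0.05 in the fit of 2 groups), 2 with no filter, 12 with a threshold of 1.5-fold, 3 with the replicate block and 29 with 2 RUVr factors. Across the 16 fits that each left out 1 sample, they ran from 0 to 11 in the DG (10, 11 and 9 without DG Sal 1, 2 and 3), from 0 to 127 in the CA (127 without DG Sal 1, 1 without CA Sal 4) and from 1 to 23 in the SVZ (23 without SVZ Sal 1, 1 without SVZ Sal 3). The cause was not tested.

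The replicate numbers were not found to pair the samples: deviations of same-numbered samples of a region had correlations from -0.77 to 0.40, with 7 of 16 above 0.1. With the replicate block there were 0 DEGs in each region, and 295, 1819, 1131 and 167 genes at an unadjusted p under 0.05 in the NAc, DG, CA and SVZ.

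The correlation of Drd1 and Egr2 was 0.83, and 0.78 on the scale of log2(CPM + 1). Across the 8 fits that each left out 1 sample, r ran from 0.70 to 0.91 for Drd1 and Egr1, from 0.68 to 0.86 for Drd1 and Egr2, from 0.51 to 0.93 for Drd2 and Egr1, from 0.48 to 0.95 for Drd2 and Egr2 and from 0.75 to 0.96 for Drd2 and Egr4, each lowest without NAc Sal 1. The cause was not tested.

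The sequencing run as a covariate leaves only Sal 3 and 4 against METH 1 and 2 to compare in the NAc, since 1 run there holds both treatments. With it, values in the NAc that were lower in METH samples turned to 0.15 (mean log2 fold change of the striatal list), 0.20 (Drd1), 0.18 (Drd2), 0.41 (Egr1), 0.07 (Egr2), 0.05 (Egr4), 0.02 (Rarb), 0.22 (Meis2), 0.08 (genes under response to amphetamine) and 0.18 (response to morphine), and Prdm8 turned to -0.19. Etv5 in the DG turned to 0.52, in a fit that compares DG Sal 3 alone with DG METH 1 and 2. The RNA integrity number turned Bhlhe23 in the NAc to -0.73 and Etv5 in the DG to 0.02, and 2 factors removed turned Bhlhe23 to -0.01. Top2a in the DG turned to 0.11 (replicate block), 0.19 (replicates 1 and 2 against 3 and 4), 0.10, 0.24 and 0.26 (1, 2 and 4 factors as covariates) and 0.17 (2 removed), and in the SVZ to -1.47, -0.09, -0.39, -0.48, -0.50 and -0.57 under the same alternatives. Without 1 sample each, log2 fold changes ran across 0, from -0.61 to 0.08 for Drd1 in the NAc (without NAc Sal 1; 0.03 without NAc METH 3), -0.55 to 0.35 for Egr1 in the NAc (without NAc Sal 1; 0.02 without NAc METH 3), -1.49 to 0.08 for Rarb and -2.08 to 0.14 for Dach1 in the DG (without DG Sal 3), -0.53 to 0.02 for Meis2 in the NAc (without NAc METH 3), -0.14 to 0.29 for Dpf3 in the NAc (-0.14 without NAc METH 3), -0.30 to 0.56 for Top2a in the DG (0.56 without DG Sal 3) and -1.85 to 0.89 for Top2a in the SVZ (-1.85 without SVZ METH 1). List means ran from -0.74 to 0.02 (striatal, NAc, without NAc Sal 1), -0.06 to 0.96 (striatal, CA, -0.06 without CA METH 3), -0.10 to 2.07 (thalamic, SVZ, -0.10 without SVZ METH 2), -0.87 to 0.43 (ependymal, SVZ, 0.43 without SVZ Sal 4) and -0.95 to 3.6 (choroid plexus, SVZ, -0.95 without SVZ METH 3). The cause was not tested.

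Over the alternatives set in advance, the series matrix and the sequencing run, without the other numbers of RUVr factors, 1681 values of named genes kept direction and side of the threshold, 39 reversed and 7 passed the threshold. Of the values of marker lists 463 kept both, 76 no longer passed and 6 reversed, and of the medians of GO terms 802 moved by less than their spread, 87 moved more and 2 reversed.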

Differences from the paper's values

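The tests with other numbers of RUVr factors than 1, 2 and 4 as covariates or 2 removed, and with the sequencing run, were chosen only after the result was seen.

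The paper gives 358 DEGs in the NAc, 1209 in the DG, 329 in the CA and 957 in the SVZ, against 0 in each region here (500, 1890, 1046 and 402 at an unadjusted p under 0.05). It gives 2254 in at least 1 region against 0 here. None of the alternatives set before the data were examined closed these gaps. The largest numbers among them came with 4 RUVr factors as covariates in the DG (461) and SVZ (235) and with DESeq2 in the NAc (3) and CA (13), and the union with 4 factors was 683. Among settings chosen after seeing the values, removing 8, 10, 12 and 14 factors (1082, 1336, 1638 and 1704) and 8 factors as covariates (892) came within 1.5 times the paper's number in the DG, removing 10, 12 and 14 (710, 883 and 955) in the SVZ, removing 14 (374) in the NAc, removing 12 and 14 (236 and 357) in the CA, and removing 8, 10, 12 and 14 (1613, 2043, 2492 and 2729) for the union.

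The paper gives 39 genes up in the DG and down in the CA and 80 the other way, against 0 and 0 here. None of the alternatives set before the data were examined closed these gaps. Settings chosen after seeing the values gave 31 and 61 (12 factors removed) and 46 and 85 (14 factors removed).

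The paper gives 157, 64, 349 and 426 region-specific genes in the NAc, DG, CA and SVZ, against 0, 0, 0 and 5 here (747, 431, 1461 and 2003 higher at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed these gaps. Among them RUVr was used only as 2 covariates, with 0, 0, 65 and 29 genes in the NAc, DG, CA and SVZ. Removing RUVr factors from the counts was not tried for these genes, so the procedure of the paper was not repeated.

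The caption of Supplementary Fig. 5d speaks of changes in expression, while the correlations here are of CPM levels over the 8 NAc samples, so it is not known that the 2 are on the same scale. In Supplementary Fig. 5d the correlation of Drd1 and Egr1 is about 0.24, read by eye, against 0.87 here, and that of Drd2 and Egr1 about 0.32 in Supplementary Fig. 5d, read by eye, against 0.87 here. None of the alternatives set before the data were examined closed these 2 gaps. For Drd1 and Egr2 it is about 0.71 in Supplementary Fig. 5d, read by eye, against 0.83 here, and of these alternatives leaving out NAc Sal 1 (0.68) closed the gap, while the others did not. For Drd1 and Egr4 it is about 0.90 in Supplementary Fig. 5d, read by eye, against 0.96 here, and leaving out NAc Sal 1 (0.91) closed the gap, while the others did not. For Drd2 and Egr2 it is about 0.76 in Supplementary Fig. 5d, read by eye, against 0.92 here. Of the alternatives set before the data were examined, log2(CPM + 1) came nearest (0.83). Deviations from the mean of each treatment (0.90) and leaving out NAc Sal 2 (0.91) or NAc METH 3 (0.91) hardly moved the value. Leaving out NAc Sal 1 gave 0.48, below the value in the figure.

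The log2 fold change of Prdm8 in the DG is 2.37 in the paper's Supplementary Data 4, against 1.53 here. Of the alternatives set before the data were examined, the gap was closed by all 32 samples in 1 fit (1.53, with a larger SE), the RNA integrity number (2.25), the replicate block (2.04), replicates 1 and 2 against 3 and 4 (1.84), 2 and 4 RUVr factors as covariates (1.65 and 2.00), 2 factors removed (1.83) and leaving out DG Sal 1 (2.08), DG Sal 2 (1.67), DG METH 2 (1.67) or DG METH 3 (1.67), and by none of the others. Removing 8 or 10 factors, chosen after seeing the values, gave 2.37. In 18 pairs of gene and region with a value of the paper held here the sign was the same in 18, and Prdm8 in the DG was the 1 that differed by more than the SE.

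The paper names genes as changed in 1 or more regions, and 0 of these genes were called in any region here. The 67 pairs of gene and region tested (13 at an unadjusted p under 0.05) include pairs that the paper does not call changed. Of the settings set before the data were examined, DESeq2 called Gfap in the NAc, Top2a in the CA, Hdac5 in the CA and Ptprn2 in the DG, edgeR's likelihood ratio test Top2a in the CA, and 4 RUVr factors as covariates Tshz2 and Ptprn2 in the DG. Among settings chosen after seeing the values, removing 14 factors called 42 pairs, removing 12, 10, 8, 6 and 5 factors 30, 25, 16, 8 and 6, and 8, 6 and 5 factors as covariates 13, 8 and 4. The pairs called with 14 factors removed are Gfap, Nrn1, Rarb and Dach1 in the NAc, DG and SVZ, Drd1 and Egr2 in all 4 regions, Drd2 and Egr3 in the NAc, Egr4 in the NAc and CA, Bhlhe23 in the DG, Meis2 in the DG and SVZ, Fosb in the DG, CA and SVZ, Tshz2 in the NAc and DG, Prdm8 in the NAc and DG, Dpf3 in the DG and CA, Top2a in the NAc and CA, Hdac5 in the CA, Ptprn2 in the DG, St18 in the SVZ and Sdk2 in the DG. Egr4 in the SVZ was called with 6 and 8 factors as covariates, also chosen after seeing the values.

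The paper describes the NAc and CA as the regions with fewest DEGs and the DG with most. At an unadjusted p under 0.05 the order here was DG (1890), CA (1046), NAc (500) and SVZ (402). The counts of the NAc and SVZ are below a share of 0.05 of their tested genes, so their order does not rank a response. Of the alternatives set before the data were examined, the SVZ came second after the DG, above the CA and NAc, with all 32 samples in 1 fit (DG 2351, SVZ 832, CA 588, NAc 435) and with 1, 2 and 4 RUVr factors as covariates (with 4, DG 4271, SVZ 3378, CA 1658, NAc 1446). It came first with 2 factors removed (SVZ 2991, DG 2745) and without SVZ Sal 1 (2596).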

Other observations

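The tests of Usp9y, the count of other groupings for the interaction at an unadjusted p, and the numbers of RUVr factors (with the 12 first picked because its count in the DG was near that of the paper) were chosen only after the result was seen.

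With 8 samples per region there are 35 ways to split them into 2 groups of 4. As many DEGs as the 0 of the real groups were found in 35 of 35 splits in the NAc, DG, CA and SVZ alike, which no split can fail to reach and which therefore carries no information. At an unadjusted p under 0.05, as many genes as the real 500 in the NAc were found in 18 of 35 splits, as the 1890 in the DG in 3 of 35, as the 1046 in the CA in 8 of 35 and as the 402 in the SVZ in 15 of 35. The split of the NAc that follows sequencing run C against the other runs gave 1142 genes and 0 DEGs, and the real split with the run as a covariate 278 genes. In the SVZ, the split of Sal 1 with METH 2, 3 and 4 against the others gave 6311 genes and 233 DEGs. A difference in RNA integrity between the groups cannot be told apart from none by the number of DEGs, which was 0 with the RNA integrity number as a covariate as well, with 1786, 2001, 769 and 316 genes at an unadjusted p under 0.05 in the NAc, DG, CA and SVZ.

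The sets of 100 groupings in this paragraph include the real one. As many genes with an interaction at an FDR under 0.01 as the real 0 were found in 100 of 100 groupings, and as many at an unadjusted p under 0.05 as the real 2353 in 3 of 100. As many DEGs with opposite directions in the DG and CA as the real 0 were found in 100 of 100. Any count reaches 0, so here too only the comparisons at an unadjusted p or with a real count above 0 could have come out otherwise. For the region-specific genes, sets of 4 of the 16 saline samples, the real set included, gave as many as the real 0 in 100 of 100 in the NAc, 100 of 100 in the DG and 100 of 100 in the CA (with 747, 431 and 1461 genes higher at an unadjusted p under 0.05). They gave as many as the 5 of the SVZ in 2 of 100, of which 1 is the SVZ itself.

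After RUVr factors were removed from the counts, other groupings of the samples were tested as well. In 60 groupings, the real one included, as many as the real number were found after 4 factors in 30 (NAc, 2 DEGs), 4 (DG, 186), 60 (CA, 0) and 10 (SVZ, 146), and in 60 for the 0 genes with opposite directions (the counts against 0 are fixed in advance). After 8 factors they were found in 36 (NAc, 26), 12 (DG, 1082), 24 (CA, 29) and 10 (SVZ, 590), and in 12 for the 7 genes with opposite directions. After 12 factors they were found in 41 (NAc, 200), 11 (DG, 1638), 25 (CA, 236) and 11 (SVZ, 883), and in 5 for the 92 genes with opposite directions. The medians of the other groupings in the NAc, DG, CA and SVZ were 1, 0, 0 and 0 DEGs after 4 factors, 80, 583, 5 and 177 after 8 and 396, 1121, 192 and 621 after 12.

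The library numbers in the DG belong, for Sal 1 and 2 and METH 1 and 2, to the other treatment in the NAc and CA. Genes whose levels vary together by number in the NAc and CA were used to match each DG library to a number, under 12 rules for choosing the genes (7 to 327 genes). Between 3 and 7 of the 8 DG libraries were nearest to their own number, and the highest exact permutation p over the rules was 0.032 (the lowest 2.5e-05). Of the 4 libraries in conflict, 1 to 4 were nearest to their own number. The numbers may thus name the animals, in which case the treatment labels of these 4 libraries differ between regions. Which label is right was not tested and cannot be read from the counts. Changes in the DG and CA had a correlation across genes of -0.36 by the labels and of -0.06 with the DG grouped by number, with 142 and 42 genes beyond 1.5-fold in opposite directions and 7 and 22 in the same direction. After 4, 8 and 12 RUVr factors were removed, DG grouped by number gave 0, 250 and 754 DEGs, against 186, 1082 and 1638 by the labels. Genes in opposite directions to the CA were 0, 1 and 20 by number, against 0, 7 and 92 by the labels. An opposite response of the DG and CA and a conflict of labels cannot be told apart here, since in replicates 1 and 2 the number, the sequencing run and the treatment go together.

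A different share of neighbouring hippocampal tissue may also move the DG and CA in opposite directions. Genes were chosen by their change in 2 of the replicates, and the other 2 saline replicates gave the share of them that saline CA expresses more than saline DG. For genes up in the DG and down in the CA it was 66.2% with the change from replicates 1 and 2 (201 genes) and 60% with the change from replicates 3 and 4 (20 genes), beside 48.0% and 49.3% of all genes. The 66.2% rests on DG Sal 3 and 4 as saline DG. DG Sal 3 had only 0.252 CPM of Neurod1, so this library may by itself make hippocampal genes appear higher in saline CA. For genes down in the DG and up in the CA, 48.4% of 219 and 45.2% of 126 were lower in saline CA. The first set of genes goes with the explanation and the other does not, so the 2 cannot be told apart.

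The 4 SVZ METH libraries carry 2 library numbers. Under 9 of the 12 rules all 4 were nearest to the library with their own number, and under the other 3 rules 0 to 3 were. With 3 to 29 genes these cannot be told apart from 4 animals. If the libraries with 1 number came from 1 animal, the SVZ would hold 2 METH animals.

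Usp9y had 21 to 50 reads in the SVZ Sal libraries and 0 or 1 in the SVZ METH libraries, while Eif2s3y and Kdm5d, also on the Y chromosome, had at least 374 and 453 reads in all 32 libraries. In the NAc and CA, libraries with the same number were alike in the presence of Usp9y (above 3 counts) in 8 of 8 numbers, with an exact permutation p of 0.014, and it was present in 2 of 4 METH and 2 of 4 saline numbers. A variant of the Y chromosome that differs between the animals is a candidate explanation for the SVZ. In the DG, 7 of 8 libraries were like the NAc and CA by library number and 5 of 8 by label, with an exact permutation p of 0.071, so that numbers and labels cannot be told apart by this gene.

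Of the 52 pairs of marker list and region, 24 had an FDR under 0.05 with camera and 0 with fry. As many with camera were found in 18 of 100 groupings, the real one included. The mean log2 fold changes in the NAc, DG, CA and SVZ were -0.17, 0.71, -0.61 and 0.12 for dentate granule neurons, -0.18, 0.57, -0.08 and -0.04 for CA pyramidal neurons, -0.52, -1.80, 0.54 and -1.12 for striatal medium spiny neurons, 0, -0.18, -0.20 and 0.57 for cortical glutamatergic neurons, 0.24, -0.18, 0.25 and 0.41 for thalamic neurons and 0.16, -0.70, 0.34 and 0.06 for interneurons. They were -0.04, 0.06, -0.28 and 0.80 for oligodendrocytes, 0.32, 0.17, 0.17 and 0.07 for astrocytes, 0.22, 0.13, 0.17 and 0.15 for microglia, -0.92, 0.12, -0.78 and -0.39 for ependymal cells, 0.35, 1.03, -2.07 and 2.91 for choroid plexus, 0.18, -0.09, 0.37 and -0.10 for endothelial cells and -0.42, -0.36, 0.30 and -1.07 for immediate early response. The choroid plexus value in the SVZ was -0.95 without SVZ METH 3, which had 7128 CPM of Ttr, and the striatal value in the DG was -0.20 without DG Sal 3. Of the genes of these lists, 3, 4, 4, 7, 4 and 3 of the neuronal lists in the order above, 9 of the ependymal, 3 of the choroid plexus and 3 of the immediate early list are also in the region-specific lists of the study, and 0 of the oligodendrocyte, astrocyte, microglia and endothelial lists.

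In the SVZ all 14 oligodendrocyte genes were higher in METH samples, with a mean log2 fold change of 0.8 and an FDR of 6.59e-08 from camera but 0.614 from fry, both with Benjamini-Hochberg adjustment. A larger share of white matter in the METH samples may give this rise, as it would for the myelination genes, and a response of oligodendrocytes to METH stays open as untested. Mbp was an abundant gene of the list.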
